# Drug-induced chromatin accessibility changes associate with sensitivity to liver tumor promotion

**DOI:** 10.26508/lsa.201900461

**Published:** 2019-10-15

**Authors:** Antonio Vitobello, Juliane Perner, Johanna Beil, Jiang Zhu, Alberto Del Río-Espínola, Laurent Morawiec, Magdalena Westphal, Valérie Dubost, Marc Altorfer, Ulrike Naumann, Arne Mueller, Karen Kapur, Mark Borowsky, Colin Henderson, C Roland Wolf, Michael Schwarz, Jonathan Moggs, Rémi Terranova

## Abstract

Liver cancer susceptibility varies amongst humans and between experimental animal models because of multiple genetic and epigenetic factors. The molecular characterization of such susceptibilities has the potential to enhance cancer risk assessment of xenobiotic exposures and disease prevention strategies. Here, using DNase I hypersensitivity mapping coupled with transcriptomic profiling, we investigate perturbations in *cis*-acting gene regulatory elements associated with the early stages of phenobarbital (PB)-mediated liver tumor promotion in susceptible versus resistant mouse strains (B6C3F1 versus C57BL/6J). Integrated computational analyses of strain-selective changes in liver chromatin accessibility underlying PB response reveal differential epigenetic regulation of molecular pathways associated with PB-mediated tumor promotion, including Wnt/β-catenin signaling. Complementary transcription factor motif analyses reveal mouse strain–selective gene regulatory networks and a novel role for Stat, Smad, and Fox transcription factors in the early stages of PB-mediated tumor promotion. Mapping perturbations in *cis*-acting gene regulatory elements provides novel insights into the molecular basis for susceptibility to xenobiotic-induced rodent liver tumor promotion and has the potential to enhance mechanism-based cancer risk assessments of xenobiotic exposures.

## Abstract (precis)

This work explores quantitative chromatin accessibility, transcriptional and *cis*-acting gene regulatory variations underlying mouse strain–specific differences in drug-induced liver tumor promotion sensitivity.

## Introduction

Hepatocellular carcinoma (HCC) is the most common primary malignancy of the liver. Chronic liver disease due to hepatitis B virus or hepatitis C virus and alcohol accounts for the most HCC cases, but HCC has a multitude of etiological risk factors, including the baseline genetic and epigenetic makeup and multiple environmental cues such as aflatoxin and exposure to chemicals and pharmaceuticals (Gariboldi et al, 1993; Dragani, 2010; Ghouri et al, 2017). Hepatocarcinogenesis is an extremely complex, multistep process involving prominent environment-induced genetic and epigenetic alterations ultimately leading to malignant transformation of the hepatocytes (Farber, 1984; Pogribny & Rusyn, 2014). Although key pathways associated with HCC initiation are emerging, the molecular basis for strain-, gender- or species susceptibilities to HCC is still poorly understood. The identification of the underlying mechanism-based molecular alterations that drive hepatocyte transformation and promote development and progression of HCC is critical for its detection, therapeutic intervention, prevention, and for cancer risk assessment of chemical and pharmaceutical products.

Epigenetic variation, together with genetic variation and meta-genomic variation, represent key drivers of phenotypic variation in health and disease. Notably, epigenetic signatures are strongly influenced by the environment and determine phenotypic responses in health and disease (Jirtle & Skinner, 2007; Feil & Fraga, 2012). Epigenetic alterations can occur during the early stages of malignancy, plausibly remaining latent until further stimulation by endogenous or environmental factors (Feinberg et al, 2016; Vicente-Duenaset al, 2018). Multiple layers of epigenetic marks and mechanisms control genome function (Allis & Jenuwein, 2016). Methods for profiling chromatin accessibility, including DNase I hypersensitivity mapping, enable the identification of *cis*-acting gene regulatory elements (or cistrome) that are important for determining cell type identity and functions. The cistrome includes well-characterized DNA sequence elements such as enhancers and promoters and is strongly enriched for transcription factor (TF)-binding sites, providing critical genome regulatory information, but not limited to gene expression regulation (Consortium, 2012; Shen et al, 2012; Thurman et al, 2012; Johanson et al, 2018). Notably, recent integration of regulatory DNA and disease- and trait-associated genetic variant catalogs have demonstrated a disproportionate (>80%) enrichment of disease-associated genetic variants in noncoding enhancer regions. The genetic variants were reported to disrupt important cell type–specific TF regulatory interactions (Maurano et al, 2012; Hnisz et al, 2013; Pennacchio et al, 2013; Mifsud et al, 2015) and were associated with a broad range of phenotypic effects, sometimes driven by subtle effects on target gene expression (Corradin et al, 2014; Soldner et al, 2016). The perturbation of regulatory regions, including enhancers, plays an important role during the tumorigenic process (Davie et al, 2015; Sur & Taipale, 2016). Thus, mapping such perturbations during spontaneously occurring or environmentally driven carcinogenesis has high potential for identifying early mechanism-based biomarkers of carcinogenesis (Thomson et al, 2014; Luisier et al, 2014b).

Several rodent models have been used in defining the pathogenesis of HCC and have contributed to the current knowledge of HCC (Heindryckx et al, 2009; Santos et al, 2017). Treatment of mice with phenobarbital (PB) represents one of the best characterized models of xenobiotic-induced liver tumor promotion and has been extensively evaluated to investigate the kinetics and molecular drivers associated with drug-induced rodent non-genotoxic hepatocarcinogenesis. We previously reported that PB-mediated liver tumor promotion is accompanied by significant progressive transcriptional, epigenetic (DNA methylome and hydroxymethylome), and TF regulatory changes preceding liver-specific tumorigenic events, some of the changes plausibly reflecting dedifferentiation/reprogramming of hepatocytes towards a stem cell–like state (Bachman et al, 2006; Phillips et al, 2009a; Lempiainen et al, 2011, 2013; Thomson et al, 2012, 2016; Luisier et al, 2014b).

Although commonly considered a “rodent” non-genotoxic liver carcinogen, significant species and strain differences (qualitative and quantitative) have been observed for PB-mediated liver tumor promotion, highlighting preexisting differences in baseline tumor susceptibilities (Table S1) (Peraino et al, 1973; Becker, 1982; Diwan et al, 1986; Goldsworthy & Fransson-Steen, 2002). PB positively selects for β-catenin (*Ctnnb1*)-mutated liver tumors in the mouse, although inhibiting the outgrowth of mouse liver tumors that harbor an activated MAPK-pathway (i.e., *Ha-ras* or *B-raf*–mutated) (Aydinlik et al, 2001; Calvisi et al, 2004). Sensitive mouse strains (e.g., C3H or the hybrid strain B6C3F1) develop *Ctnnb1*-mutated neoplasms within 12 mo of PB exposure with high incidence, whereas tumor-resistant strains (e.g., C57BL/6) only develop liver tumors after an initiating mutagenic event and long-term PB exposure (Table S1 and references within).

Table S1 Incidence (number of affected animals per group [x/y] and % are indicated) of macroscopical liver tumors from three independent cross-strain comparison studies indicate that strain differences in hepatocarcinogenesis sensitivity exist among mice with different genetic backgrounds. C3H and B6C3F1 reproducibly show higher sensitivity to liver tumor promotion than C57BL/6. Time course study data from Bursch et al. also indicate that although C57BL/6 may develop tumors after diethylnitrosamine (DEN) initiation, the effects are delayed compared with other strains. Whereas the three studies consistently point to cross-strain differences in liver tumor promotion, several experimental variables may contribute to differences in phenotypic outcome and should be noted. 1) Sub-strain differences across studies (use of C57BL/6N [MGI:2159965] or C57BL/6J [MGI:3028467]; use of C3H/HeN [MGI:2160972] or C3H/He [MGI:2159866]); presumably extending to the hybrid strains B6C3F1. 2) Treatment conditions: PB treatment was done in comparable conditions, with minimal variation in dose or route. However, major differences in DEN initiation are reported by Goldsworthy & Fransson-Steen (DEN delivered IP at 1 mg/kg) and Bursch et al. (DEN delivered IP at 90 mg/kg). 3) Age of animals at onset of treatment was also significantly different across studies (Study by Becker: 6–8-wk-old animals, study by Goldsworthy & Fransson-Steen: 15-d-old animals, study by Bursch et al.: 5-wk-old mice) and may constitute important variable in these studies. n.d., no data available; n.a., no animal at this time point.

At the molecular level, divergent transcriptional signatures have been identified in mouse strains exhibiting differential sensitivity to PB-driven tumor promotion effects (Phillips et al, 2009b), further supporting the impact of genetic and epigenetic variation on TFs and gene regulatory networks responsible for differential transcriptional readouts in response to PB.

Here, we have exploited established mouse strain–specific differences in sensitivity to PB-mediated tumor promotion to explore drug-induced chromatin regulatory and transcriptional variations underlying phenotypic responses at early stages of liver tumor promotion. We used genome-wide DNase I hypersensitivity profiling (DNase-seq) of liver tissue after treatment of mice with tumor-promoting doses of PB in both tumor-resistant C57BL/6J and tumor-prone hybrid B6C3F1 (C57BL/6 female × C3H/He male) strains. Our analysis reveals quantitative strain differences in hepatic molecular responses to PB at both transcriptional and chromatin accessibility levels, including genes that regulate Wnt/β-catenin signaling. Most PB-mediated chromatin accessibility changes occurred at distal intergenic (IG) regions that were on average ∼45 kb away from the nearest gene transcriptional start site (TSS), plausibly mapping to the location of *cis*-acting gene regulatory elements. The analysis of TF motifs underlying these predominantly strain-selective changes in chromatin accessibility highlights several novel candidate transcriptional co-regulators that may underlie the sensitivity of B6C3F1 mice to PB-mediated liver tumor promotion. These data also highlight the significant potential of mapping tissue-specific changes in *cis*-acting gene regulatory elements for providing novel insights into the molecular basis of xenobiotic-induced phenotypes, including the potential to enhance mechanism-based cancer risk assessments of xenobiotic exposures.

## Results

### Experimental model for comparing mouse strain sensitivity to PB-mediated tumor promotion

Molecular profiling of well-characterized mouse strains that exhibit differences in sensitivity to PB-mediated liver tumor promotion represents an ideal model system for identifying early mechanism-based markers of drug-induced liver tumorigenesis. We previously reported kinetic investigations of early hepatic pathological and transcriptional effects associated with PB treatment (ad libitum access to 0.05% [wt/vol] in drinking water for up to 91 d of treatment) in B6C3F1 (Lempiainen et al, 2013) and C57BL/6J (Luisier et al, 2014a) mouse strains. In these studies, PB concentrations in plasma and liver were determined by liquid chromatography–mass spectrometry and showed comparable and stable plasma levels of PB over time (Fig S1). This treatment regimen reportedly promotes high incidence of tumor formation exclusively in the B6C3F1 mouse strain in absence of mutagenic priming events (Table S1). Despite such differences in tumor promotion effects after long-term (≥1 yr) treatment, the liver histopathology phenotype induced by treatment at earlier time points was essentially identical in both strains and limited to hepatocellular hypertrophy (primarily of perivenous hepatocytes in the central zone of the lobule), starting from 8 d of PB treatment and increasing in severity at later time points (Lempiainen et al, 2013; Luisier et al, 2014a). Thus, this experimental setup enables the investigation of chromatin and transcriptional effects underlying early events of liver tumor promotion sensitivity.

**Figure S1.**
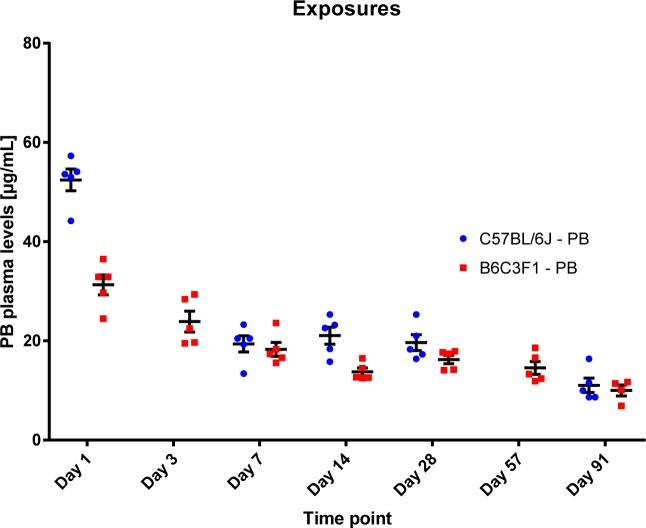
Kinetics of PB plasma concentrations over the full 91-d treatment period (assessed at day 1, 3, 7, 14, 28, 57, and 91) show equivalent PB exposure over time. Exposure levels (in μg/ml) were determined by liquid chromatography–mass spectrometry.

### Differential chromatin accessibility maps of PB-treated mouse livers

We hypothesized that the mapping of PB treatment-mediated hepatic transcriptional and epigenetic effects (δ = PB response), and their comparison across mouse strains (Δ = strain-selective PB effects) may enable the characterization of key gene regulatory elements and associated TFs underlying differential tumorigenicity outcomes after chronic PB exposure (Fig 1A).

**Figure 1.**
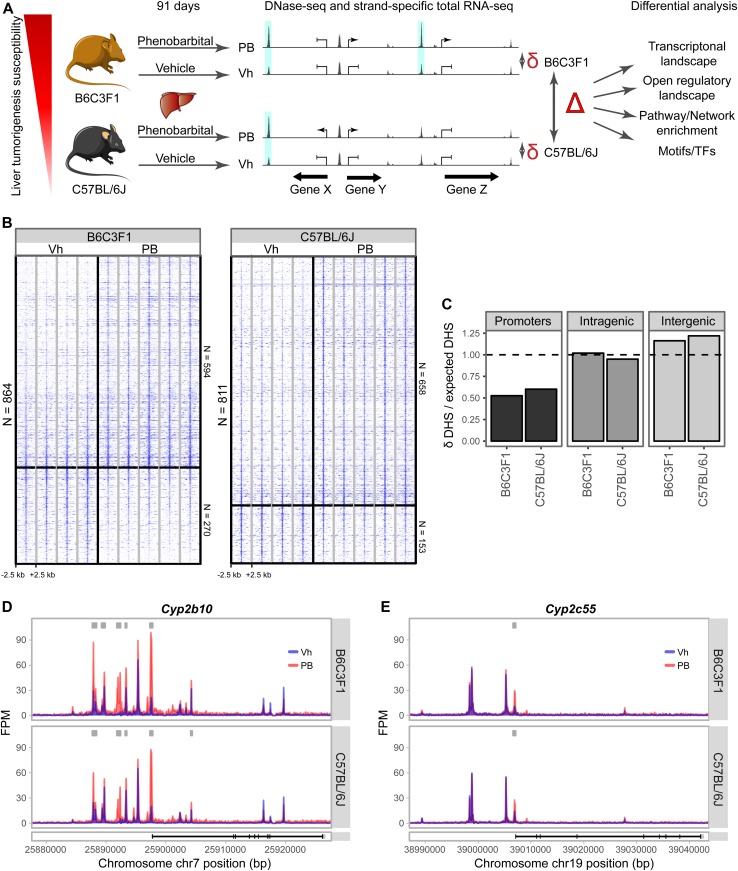
DNase hypersensitivity mapping of PB-treated mouse (B6C3F1 and C57BL/6J) livers. **(A)** Overview of experimental design and analysis plans. Mouse strains of differential tumor promotion sensitivity were PB-treated for 91 d in comparable conditions and with comparable histopathological outcomes. Their livers were processed to profile transcriptome (RNA-seq) and open chromatin landscape (DNase-seq). PB response effects (δ) are compared across strains (Δ) using different computational approaches. **(B)** Profiles of PB-mediated open chromatin changes (|log2 FC| ≥ 0.58, FDR < 0.01) in livers of B6C3F1 and C57BL/6J. Windows of 5 kb (−2.5 to +2.5 kb) centered around each identified δ-DHS are illustrated. Log2-transformed DHS fragment counts in consecutive 50-bp bins within the 5-kb window scaled to average library size are shown. Color intensity from low to high represents signals within the range (1.5, 7). Individual samples are separated by grey lines. **(C)** Relative genomic distribution of δ-DHS with respect to UCSC genome annotation. **(D, E)** Genome browser tracks show δ-DHS effects at the promoter and proximal regulatory regions of two PB-responsive genes *Cyp2b10* and *Cyp2c55*.

Mapping chromatin accessibility landscapes can help elucidate key genome regulatory regions (e.g., gene promoters and enhancers) and associated epigenetic mechanisms of gene regulation (Consortium, 2012; Thurman et al, 2012). We, thus, profiled gene expression and chromatin accessibility landscapes in tumor-resistant C57BL/6J and hybrid tumor-prone B6C3F1 male mice after 91 d of PB treatment using archived tissues from our previously reported kinetic studies (Lempiainen et al, 2013; Luisier et al, 2014a).

To gain insight into the gene regulatory landscape accounting for PB-mediated responses, we performed DNase I digestion combined with high-throughput sequencing (DNase-seq) on individual liver samples isolated from control and treatment groups (n = 4–5) of C57BL/6J and B6C3F1 mice. 

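DNase I cuts DNA where chromatin is accessible, so the number of sequenced fragments in a DHS measures how open that region was in the liver of a mouse. C57BL/6J is an inbred strain, and B6C3F1 mice are the hybrid offspring of C57BL/6 females and C3H/He males. PB, a barbiturate that activates CAR in hepatocytes, was given at 0.05% (wt/vol) in drinking water for 91 d. DNase-seq values of 18 male mice were analysed, from 4 vehicle-treated and 5 PB-treated mice of each strain. Mice are named here by the last digit of their animal number within each group. The sample labels give the inbred strain as C57BL/6, and the paper's name C57BL/6J is used here. The B6C3F1 mice were younger at the start, came from another supplier and belonged to another study than the C57BL/6J mice, so strain cannot be separated from these differences. The authors aligned paired-end reads to mm10 with Bowtie2, removed duplicates and reads of low mapping quality, called peaks in each mouse with MACS2 and counted reads in the consensus DHSs with DiffBind. The deposited values are these counts times a single factor per mouse, which brings each mouse to a similar total. Each value was a whole multiple of the smallest step in its column in all 18 mice, which gives back the reads behind it. In C57BL/6J mice, 21.4 to 58.1 M reads fell in DHSs after vehicle treatment (median 41.4 M) and 19.4 to 44.6 M after PB (median 25.1 M). In B6C3F1 mice, the corresponding ranges were 7.01 to 24.4 M (median 16.8 M) and 14.5 to 25.7 M (median 17.6 M). Table S6 of the paper lists a mean of 87.2 M fragments per sample before and 42.0 M after filtering. By that table, the authors' filters kept 25.4 to 39.7% of the fragments of a B6C3F1 mouse and 61.6 to 76.2% of those of a C57BL/6J mouse. Effects of PB were tested within each strain on log2 of the normalized count plus 1 with limma, using a trend of the variance on the mean and robust empirical Bayes moderation. FDR stands for the Benjamini-Hochberg adjusted p from that test, and every log2 FC is on the log2(normalized count + 1) scale, which understates changes at low counts.

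**Figure D1:**
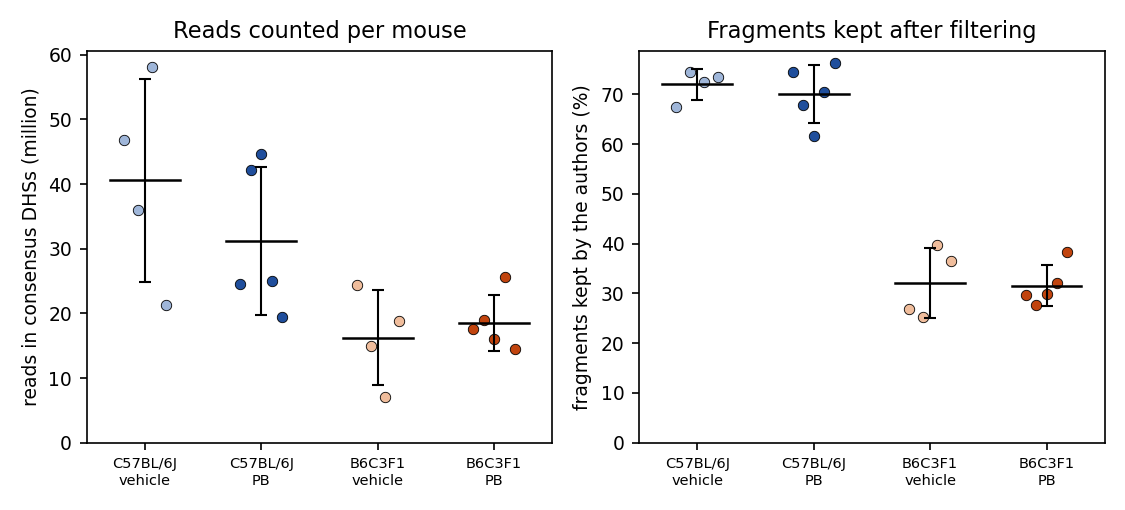
Reads in consensus DHSs per mouse (left, in M) and percent of fragments kept by the authors' filters (right) for vehicle- and PB-treated mice of both strains, with each point a mouse and the bars the mean ± SD. Every B6C3F1 mouse kept a smaller share of its fragments than every C57BL/6J mouse.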

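The deposited table holds counts for 98170 regions in mm10 coordinates, with 96287 on autosomes, 1855 on chromosome X and 28 on chromosome Y. No value was below 1 read. Between 16 and 1146 regions per mouse held that lowest value, the most in vehicle-treated B6C3F1 mouse 3, which also had the fewest reads. All regions were tested, without a filter on low counts.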

A consensus set of 98,170 DNase I hypersensitive sites (DHSs) was identified that show significant DHS signal in at least three samples. The obtained DNase-seq profiles are overall comparable with 8-wk-old mouse liver DNase-seq publicly available from ENCODE (Pearson’s correlation coefficients 0.86–0.91; Fig S2A). DHS signals from individual samples show high degree of reproducibility across samples (Pearson’s correlation coefficients 0.55–0.98). 

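Across the DHSs, Pearson's r between the normalized counts of 2 mice ranged from 0.786 to 0.996 over the 153 pairs of mice, with a median of 0.942. Pairs of the same strain and treatment had an r of 0.908 to 0.995, and pairs of different strains had an r of 0.786 to 0.975, so the ranges overlapped. On this scale the DHSs with the highest counts can weigh heavily. The top 6, with means of 12708 to 136943, align to mitochondrial sequence or overlap an rRNA gene, and r without them was not computed. On the log2 scale, a choice made after the first values were seen, r ranged from 0.862 to 0.981. DHSs are not independent of each other, and r across them describes each pair of samples only.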

The unsupervised clustering and Principal Component Analysis (PCA) based on the top 5,000 most variable DHSs (Fig S3A and B) show that strain background (PC1) is the strongest source of variation among samples, whereas the treatment effects is less strong but consistent (PC3). 

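On log2(normalized count + 1) of the 5000 DHSs with the highest variance, the first component held 51.3% of the variance. Its scores separated the strains without overlap (two-sided exact permutation test, p = 4.11e-05, the smallest p that 9 mice against 9 allow). PB-treated B6C3F1 mice scored 14.7 ± 13.4 (SD, n = 5) and vehicle-treated B6C3F1 mice -17.5 ± 39.9 (SD, n = 4) on the third component, which held 8.71% of the variance (exact permutation test, p = 0.0476). The B6C3F1 vehicle mean rested largely on vehicle mouse 3, which scored -76.1 and had the fewest reads. The other vehicle-treated B6C3F1 mice scored -8.76, 4.60 and 10.5 and overlapped the PB-treated ones at 0.800 to 36.1. In C57BL/6J, the third component gave 4.86 ± 6.19 with PB and -7.04 ± 6.30 with vehicle (exact permutation test, p = 0.0317). The second component, with 14.3% of the variance, gave no p under 0.05 for PB against vehicle in either strain (exact p = 0.0635 in B6C3F1 and 0.643 in C57BL/6J). In B6C3F1, PB mouse 5 scored 34.7, within the vehicle range of -8.93 to 47.1. The other PB-treated B6C3F1 mice scored -40.0 to -27.8, below every vehicle-treated one. The fourth component (6.55%) separated PB from vehicle in C57BL/6J (exact p = 0.00794, the smallest that 4 mice against 5 allow) but not in B6C3F1 (exact p = 0.190). These p values were not adjusted for the 4 components examined. With all DHSs in place of the 5000, the third component did not differ with PB in either strain (exact p = 0.659 in B6C3F1 and 0.619 in C57BL/6J) and the fourth did in both (exact p = 0.0476 and 0.00794). With a pseudocount of 10, the third component differed in both strains (exact p = 0.00794 in each).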

Overall, this indicates that DNase-seq is a robust method to detect strain- and PB-mediated variations in accessible chromatin regions genome wide.

**Figure S2.**
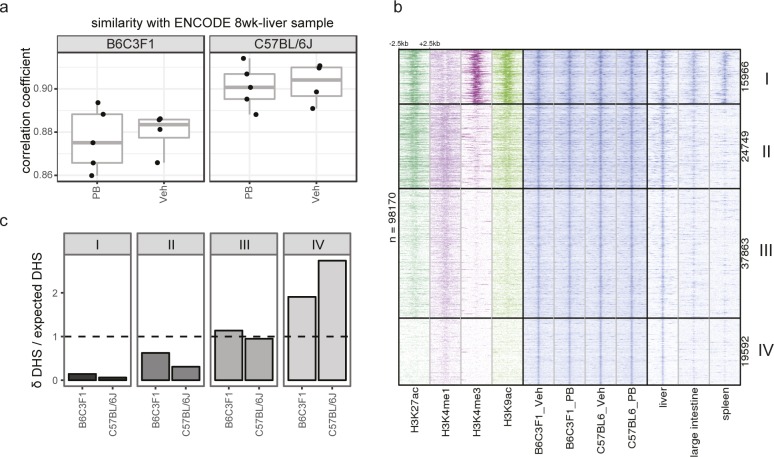
Quality control statistics for DNase hypersensitivity mapping of PB-treated mouse (B6C3F1 and C57BL/6J) livers. **(A)** Correlation coefficients of our liver DHS profiling data with previously reported, publicly available liver ENCODE data, highlighting high levels of correlation. **(B)** Genome-wide DHS data are compared with liver ENCODE data and with non-relevant tissues (large intestine and spleen), illustrating the overall lineage consistence of the open chromatin landscape. Liver chromatin marks H3K27ac, H3K4me1, H3K4me3, and H3K9ac were also aligned, highlighting different chromatin behavior clusters and associated functional genomics landscapes (cluster I: constitutively open active promoter regions, cluster II: active enhancers, and cluster III and IV: poised/inactive enhancers or other regulatory regions). DHS regions were k-means clustered based on total log2-transformed CPM signal of each histone modification within the 1-kbp region centered at the DHS peak midpoint. **(C)** Associating δ-DHS to highlighted functional genomic regions shows enrichment for poised and inactive enhancer/or other regulatory regions (clusters III and IV). Some strain-selective differences are plausible at clusters II and IV.

**Figure S3.**
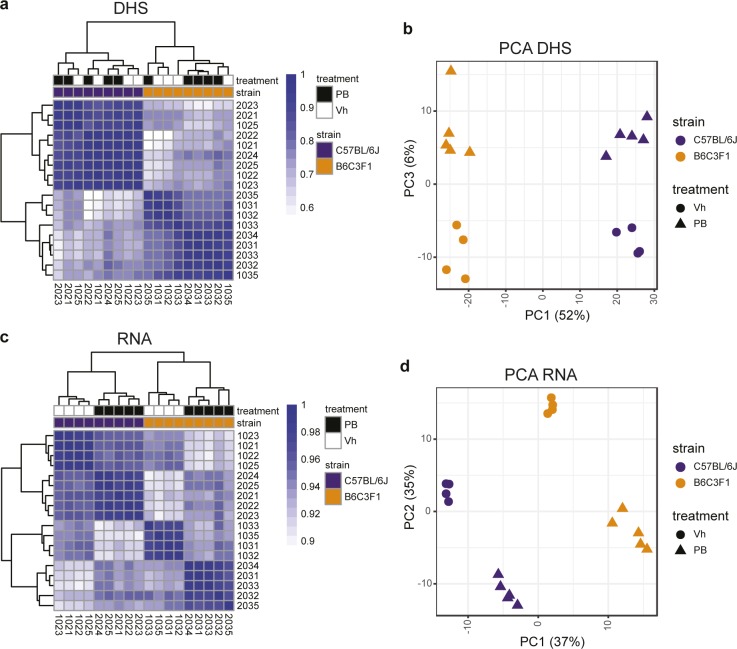
Correlation and principle component analysis (PCA) of DNase hypersensitivity mapping and RNAseq of PB treated mouse (B6C3F1 and C57BL/6J) livers. **(A)** Correlation matrix of DHS signals from individual samples, showing overall high reproducibility across samples with Pearson’s correlation coefficients above 0.55 for any pair-wise comparison. The dendrograms show the outcome of hierarchical clustering performed on the correlation matrix using Euclidian distance and complete linkage. Baseline strain-selective effects and variable overall PB treatment effects become apparent. **(B)** PCA of DHS signals showing separation by strain in PC1 and by treatment in PC3. **(C)** Correlation matrix of RNA signals from individual samples, showing overall high reproducibility across samples with correlation coefficients above 0.9 for any pair-wise comparison. Samples are clustered by strain and PB treatment. **(D)** PCA of RNA signals showing a separation by PB treatment and strain.

Using library size–adjusted read counts at each DHS as direct quantitative readout of chromatin accessibility, we performed differential DHS analysis between vehicle- and PB-treated sample groups (δ-DHS). 

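Of the 98170 DHSs, 187 changed in PB-treated B6C3F1 mice at |log2 FC| ≥ 0.58 and FDR ≤ 0.01, 166 of them more and 21 less accessible than with vehicle. In C57BL/6J mice, 360 δ-DHSs passed the same cutoffs, 323 more and 37 less accessible. The share with increased accessibility was 88.8% in B6C3F1 and 89.7% in C57BL/6J. Over all tests and settings run, it ranged from 59.9 to 98.3% in B6C3F1 and from 80.2 to 95.5% in C57BL/6J. At an unadjusted p under 0.05, 8997 DHSs differed in B6C3F1 and 7615 in C57BL/6J. The count moved most with the test, since edgeR's exact test on the recovered reads, a choice made after the first counts were seen, called 930 DHSs in B6C3F1 and 853 in C57BL/6J. With all 4 groups of mice sharing an estimate of the variance, limma called 630 DHSs in B6C3F1 and 156 in C57BL/6J, which reverses the order of the strains. Leaving out 1 mouse at a time gave 59 to 306 δ-DHSs in B6C3F1 and 245 to 369 in C57BL/6J.

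**Figure D2:**
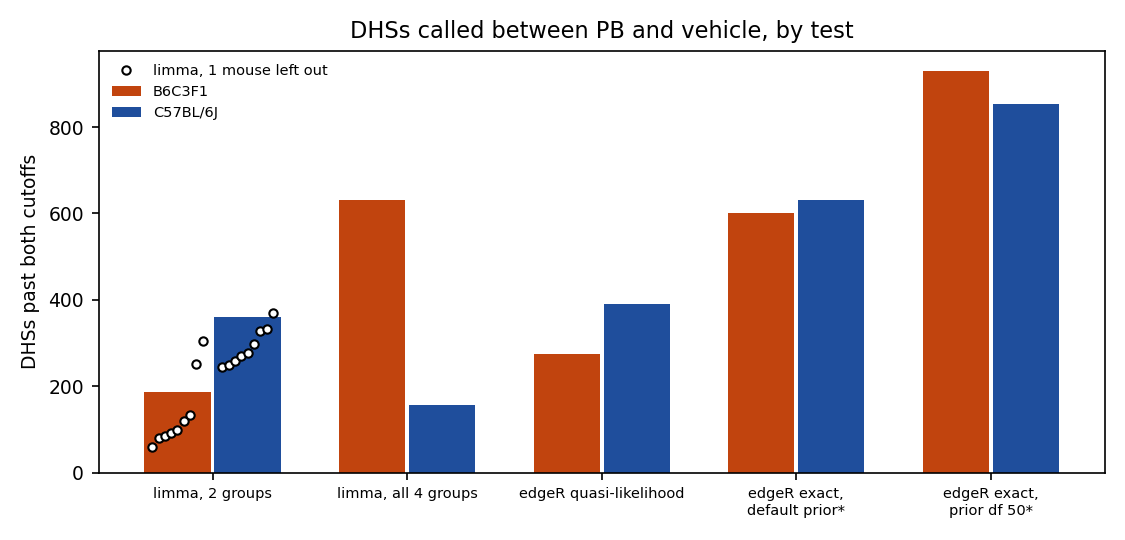
Number of δ-DHSs at |log2 FC| ≥ 0.58 and FDR ≤ 0.01 in each strain under each test (bars, from 0), with white points for the limma fits that each left out 1 mouse. Asterisks mark tests chosen after the first counts were seen, and in each strain the exact tests gave more than limma on the mice of that strain alone.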

Using |log2 Fold Change (FC)| ≥ 0.58 and False Discovery Rate (FDR) ≤ 0.01 as cutoffs, we found a comparable number of PB-mediated differentially accessible δ-DHSs in B6C3F1 (n = 864) and C57BL/6J (n = 811) and comparable direction of increased/reduced chromatin accessibility effects across strains (Fig 1B and Table S2). Interestingly, we identified δ-DHSs at both promoter and upstream regulatory regions of well-characterized transcriptionally induced PB-responsive and constitutive androstane receptor (CAR)–regulated target genes, such as *Cyp2b10* and *Cyp2c55* (Honkakoski & Negishi, 1997; Konno et al, 2010; Lempiainen et al, 2011) (Fig 1D and E).

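The Cyp2b10 gene lies on chromosome 7 from 25897658 to 25926624 on the forward strand, and its TSS falls within the DHS on chromosome 7 from 25897346 to 25897814, which covers the start of its first exon. This promoter DHS had 1417 ± 142 normalized counts (SD, n = 5) with PB and 221 ± 24.2 (SD, n = 4) with vehicle in B6C3F1 (log2 FC = 2.67, SE 0.11, FDR = 1.16e-11, limma). In C57BL/6J it had 1225 ± 95.6 (SD, n = 5) with PB and 199.5 ± 38.4 (SD, n = 4) with vehicle (log2 FC = 2.63, SE 0.11, FDR = 1.10e-13, limma). The largest change at the locus was in an intergenic DHS 5521 bp upstream of the TSS, on chromosome 7 from 25891833 to 25892442. Its counts rose from 69.2 ± 10.9 to 918 ± 112 in B6C3F1 (log2 FC = 3.71, SE 0.15, FDR = 1.12e-11) and from 64.2 ± 13.9 to 607 ± 65.3 in C57BL/6J (log2 FC = 3.24, SE 0.15, FDR = 3.52e-13), where vehicle mouse 2 was low, at 43.4. A further intergenic DHS on chromosome 7 from 25887730 to 25888432, 9577 bp upstream, had a log2 FC of 1.46 (SE 0.12, limma FDR = 5.19e-06) in B6C3F1 and 1.27 (SE 0.11, limma FDR = 3.87e-07) in C57BL/6J. PB-treated and vehicle-treated mice did not overlap at any of these DHSs. The Cyp2c55 gene lies on chromosome 19 from 39007019 to 39042687 on the forward strand, and the DHS at its TSS on chromosome 19 from 39006626 to 39007120 rose from 139.6 ± 24.2 to 388 ± 46.3 in B6C3F1 (log2 FC = 1.48, SE 0.16, FDR = 5.54e-05) and from 138 ± 25.1 to 338 ± 70.5 in C57BL/6J (log2 FC = 1.28, SE 0.16, FDR = 5.22e-05). Cyp2b and Cyp2c genes lie in clusters of related copies, so reads at these DHSs that match several copies could be removed by the authors' mapping-quality filter.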

Table S2 DNase hypersensitivity sites, their statistics in the differential analysis, and the association to the nearest TSS for DHS peak sets identified as differential between vehicle and PB treatment. DHSs_all: Genomic position of all 98,170 consensus DHS regions with statistics for the different comparisons in the differential analysis. shared: Differential DHS peaks overlapping between B6C3F1 and C57BL/6J and their assignment to the nearest TSS. The table includes information on the peak location, the nearest gene loci definition, and the closest TSS. B6C3F1_enriched: Differential DHS peaks uniquely identified in B6C3F1 and their assignment to the nearest TSS. The table includes information on the peak location, the nearest gene loci definition, and the closest TSS. C57BL6J_enriched: Differential DHS peaks uniquely identified in C57BL/6J and their assignment to the nearest TSS. The table includes information on the peak location, the nearest gene loci definition, and the closest TSS.

To investigate which fraction of the functional genome was most affected by treatment-related changes, we first mapped the δ-DHSs to annotated promoters, intragenic and intergenic regions. 

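By RefSeq transcripts, 13871 of the consensus DHSs (14.1%) overlapped the 1000 bp upstream of a TSS, 48.3% otherwise lay in genes and 37.6% lay between genes. Of the B6C3F1 δ-DHSs, 17 of 187 (9.09%) were at promoters, 0.643 times the share among all DHSs (Fisher's exact test, p = 0.0459). Of the C57BL/6J δ-DHSs, 21 of 360 (5.83%) were at promoters, 0.413 times that share (Fisher's exact test, p = 9.47e-07). Intragenic DHSs made up 44.4% of the B6C3F1 and 44.7% of the C57BL/6J δ-DHSs, neither different from all DHSs (Fisher's exact p = 0.305 and 0.187). With GENCODE transcripts, chosen after these values were seen, the promoter share in B6C3F1 was 11.8% (Fisher's exact test, p = 0.0927). In C57BL/6J it was 8.61% (Fisher's exact test, p = 2.30e-05), against 16.4% of all DHSs with these transcripts. In the B6C3F1 set that Table S2 of the paper lists, also chosen after the values were seen, 43 of 864 (4.98%) were at RefSeq promoters (Fisher's exact test, p = 3.37e-18).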

We found overall enrichment of the δ-DHSs in intergenic regions and under-representation at promoter regions (here defined as the 1,000-bp region upstream of the Transcriptional Start Site (TSS) (Fig 1C), indicating that chromatin accessibility changed mostly at intergenic regulatory elements. Next, we investigated the activity status of the δ-DHSs at baseline using the histone modification profiles (H3K4me3, H3K4me1, H3K27ac, and H3K9ac) from the 8-wk-old mouse liver in ENCODE, which showed chromatin accessibility profiles consistent with our data. The integration of these four histone modification readouts to the open DHS landscape enables a functional partitioning of the genomic landscape (including constitutively opened promoter regions and tissue-specific active, poised, or silent enhancer regions) (Ram et al, 2011; Shlyueva et al, 2014). Aligning the histone modification profiles to the consensus set of DHSs, thus, revealed expected functional clustering of promoters (cluster I), active (cluster II), poised (cluster III), and inactive enhancers (cluster IV) (Fig S2B). This analysis revealed that the PB-mediated changes in open chromatin landscape in both strains were strongly enriched in cluster IV, whereas depleted at active chromatin clusters I and II (Fig S2C). We, however, noted that functionally active enhancer regions (cluster II) tended to show stronger enrichment for B6C3F1 over C57BL/6J, suggestive of a strain-specific effect in PB-mediated δ-DHS distribution.

Overall, our DNase-seq data robustly identifies a landscape of PB treatment–related regulatory chromatin changes. In both mouse strains, most δ-DHSs indicate increased chromatin accessibility and are enriched in intergenic regions, plausibly representing poised or inactive enhancer regions in the mouse liver.

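In B6C3F1, 87 δ-DHSs (46.5%) were intergenic, 1.24 times the share among all DHSs (Fisher's exact test, p = 0.0125), and 76 of them were more accessible with PB. In C57BL/6J, 178 (49.4%) were intergenic, 1.32 times that share (Fisher's exact test, p = 4.29e-06), and 154 of them were more accessible with PB.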

### Quantitative strain differences in PB-mediated liver chromatin accessibility changes

To evaluate the consistency of global chromatin accessibility effects in both strains, we projected the δ-DHSs (from Fig 1B) over the consensus DHS landscape in both strains (Fig 2A). We found that a subset of δ-DHSs is common to both strains (n = 319). These “shared” effects tend to occur in regions of strongest DHS log2 FC (Fig 2B) and are most consistent across replicates (Fig 2C). 

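Here, 99 DHSs passed the cutoffs in both strains, and all 99 changed in the same direction, 98 of them toward higher accessibility. The shared count moved most with edgeR's exact test on recovered reads, added after the first counts were seen, which gave 350.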

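The shared δ-DHSs had a median |log2 FC| of 1.91 in B6C3F1 and 1.51 in C57BL/6J. DHSs that passed the cutoffs in a single strain had a median |log2 FC| in that strain of 1.17 in B6C3F1 and 1.25 in C57BL/6J. Every PB-treated mouse lay on the same side of every vehicle-treated mouse at 187 of the 187 B6C3F1 δ-DHSs and at 359 of the 360 C57BL/6J δ-DHSs. Selection on the FDR favours such a separation, so it does not measure how consistent the shared δ-DHSs were against the others.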

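At these cutoffs, 88 δ-DHSs passed in B6C3F1 alone, 68 of them with higher and 20 with lower accessibility after PB. In C57BL/6J alone, 261 passed, 225 with higher and 36 with lower accessibility. With all 4 groups in the fit, the B6C3F1 set held 512 and the C57BL/6J set 38 DHSs, so which strain had more depended on this choice.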

A comparable number of δ-DHSs only reached the cutoffs in one of the strains, with 545 and 492 δ-DHSs selectively enriched in B6C3F1 and C57BL/6J, respectively (Fig 2A). Direct visual comparison of the DHS landscapes (Fig 2C) points to coherent trends of the selectively enriched chromatin accessibility changes in both strains. 

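Of the B6C3F1-enriched δ-DHSs, 85 of 88 (96.6%) had a log2 FC of the same sign in C57BL/6J, and 56 reached an unadjusted p under 0.05 there. Of the C57BL/6J-enriched δ-DHSs, 250 of 261 (95.8%) had the same sign in B6C3F1, and 215 reached an unadjusted p under 0.05. Across the 448 DHSs that passed in either strain, the log2 FCs of the strains had a Pearson's r of 0.789 (jackknife SE 0.115 over the fits that each left out 1 mouse), a Spearman's rho of 0.674 and a regression slope of 0.691 for C57BL/6J on B6C3F1. These DHSs were selected for their response and are not independent replicates. Over all DHSs, without that selection, Pearson's r was 0.268.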

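The median ratio of the log2 FC in the other strain to that in the strain of the call was 0.396 for the B6C3F1-enriched and 0.897 for the C57BL/6J-enriched δ-DHSs. The difference between the strains in their PB response was tested itself, as the interaction of strain and treatment over all 18 mice with limma. No DHS passed |log2 FC| ≥ 0.58 and FDR ≤ 0.01 in this test, and 5294 of the 98170 had an unadjusted p under 0.05. Among the B6C3F1-enriched δ-DHSs, 65 had an unadjusted interaction p under 0.05, and the smallest interaction FDR was 0.612. Among the C57BL/6J-enriched δ-DHSs, 36 had an unadjusted p under 0.05, and the smallest interaction FDR was 0.674. From cutoffs reached in a single strain, the paper reasons that the effects differ in magnitude, in consistency between replicates, or in both.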

Still, the differential analysis highlights differences of the effects in magnitude and/or consistency across replicates (only reaching the statistical thresholds in one of the strains). Taken together, the observed δ-DHSs are consistent with discrete cell-autonomous differences in molecular regulation and/or changes in small subsets of liver cells, rather than large changes in tissue composition or lineage identity after PB treatment.

**Figure 2.**
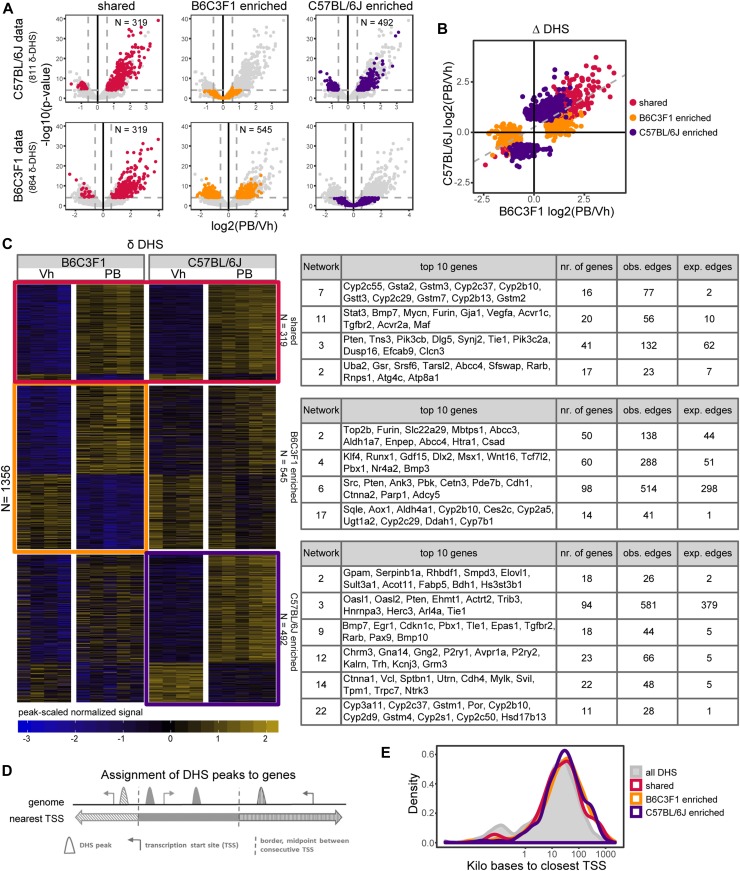
Quantitative strain-selective chromatin accessibility effects (Δ-DHS) upon PB treatment in mice. **(A)** Volcano plot showing the log2 FC and *P*-values of all genes (light grey) from the differential tests using the C57BL/6J samples (first row) or the B6C3F1 samples (second row). The 319 common (red), 545 B6C3F1-enriched (orange) and 492 C57BL/6J-enriched (purple) differentially expressed genes are highlighted. Dashed lines indicate selected statistical cutoffs (|log2 FC| = 0.58 and *P*-value corresponding to FDR = 0.01). **(B)** Linear correlation of Log2 FC PB treatment DHS effects across strains. Only Δ-DHS effects supported by either strain are shown and used to fit the linear regression line indicated by the dashed line. **(C)** Head-to-head comparison of PB-mediated δ-DHS effects, highlighting shared (n = 319, red box) and unique strain effects (n = 545 for B6C3F1, orange box and n = 492 for C57BL/6J, purple box). Δ-DHS effects were mapped to the nearest genes and STRING-db protein–protein interaction sub-networks enriched in each group are indicated (full list available from Table S3). **(D)** Illustrative summary of DHS peaks to gene assignment approach. A single gene was associated to each Δ-DHS through associating the nearest TSS. The full list of DHS-associated genes is available from Table S2. **(E)** Density distribution of distances to nearest TSS for genome-wide DHS landscape compared with PB-mediated δ−DHS for each indicated categories.

Many coding genes are well annotated with their biological functions. Noncoding regions, however, typically lack such annotation. We next associated each Δ-DHS to the nearest TSS (Fig 2D), which is on average 45 kb away and can be located over 1,000 kb away (Fig 2E). 

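Distances were measured from the centre of each DHS to the nearest of 31647 RefSeq TSSs. The 448 DHSs that passed the cutoffs in either strain lay 70.5 kb from the nearest TSS on average, with a median of 22.6 kb and a maximum of 759.7 kb. All 98170 DHSs had a mean of 45.5 kb and a median of 16.8 kb, and 113 of them lay over 1000 kb away. The distances listed in Table S2 of the paper for its own δ-DHSs, of which 1102 could be read, have a mean of 84.9 kb.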

Notably, whereas the shared DHSs follow the same bimodal (TSS and distal) distribution as the whole-genome DHS landscape, the strain-selective Δ-DHS landscape tends to distribute away from TSS, possibly accounting for distal enhancer-based changes (Fig 2E). This DHS–TSS proximity calling enabled us to build gene lists for each shared or strain-selective DHS group among which several well-known gene targets of PB signaling were identified (Table S2).

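The shared δ-DHSs lay 78.9 kb from the nearest TSS on average and the strain-enriched ones 68.2 kb, means that were not tested. Their medians were 21.3 and 22.6 kb. The difference in median log10 distance was within what relabelling gives (permutation test with 100000 resamples, p = 0.740). Within 1 kb of a TSS were 10.1% of the shared and 5.16% of the strain-enriched δ-DHSs, against 15.8% of all DHSs. The 10 shared and 18 strain-enriched δ-DHSs within 1 kb did not differ in proportion (Fisher's exact test, p = 0.0966).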

Acknowledging the limitations of DHS–TSS proximity calling and the risk that a fraction of gene hits may not be biologically relevant, we further analyzed the gene hits to identify common underlying biological functions within each shared or strain-selective gene group. We performed network enrichment analysis using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING database) (Jensen et al, 2009) to identify enrichment in protein–protein interaction partners. 

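The DHS that Table S2 lists for Stat3 lies on chromosome 11 from 100921182 to 100921375, in an intron 18262 bp from the TSS of the gene, which spans chromosome 11 from 100886806 to 100939540 on the reverse strand. Its counts rose from 32.3 ± 4.57 (SD, n = 4) to 86.3 ± 15.8 (SD, n = 5) in B6C3F1 (log2 FC = 1.38, SE 0.24, FDR = 0.00750, limma) and from 54.5 ± 10.6 to 99.7 ± 9.03 in C57BL/6J (log2 FC = 0.87, SE 0.18, FDR = 0.0113, limma), where the FDR was above the cutoff. The B6C3F1 call did not survive the removal of any single mouse, with a log2 FC of 1.28 to 1.44. PB-treated and vehicle-treated mice did not overlap at this DHS in either strain.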

Consistent with the well-characterized PB-mediated hepatic xenobiotic response, STRING-db sub-networks enriched in shared DHS–TSS highlighted phase I metabolism genes (e.g., *Cyp2b10*, *Cyp2c55*, etc.) as well as signal transduction genes (e.g., *Stat3*, *Pten*, etc.) (Fig 2A and Table S3). The most connected genes in the STRING-db sub-networks enriched in B6C3F1 Δ-DHS–associated genes pointed out important regulatory factors, including *Klf4*, a key regulator of stem cell pluripotency (Takahashi et al, 2007; McConnell & Yang, 2010), Wnt/β-catenin signaling genes such as *Wnt16* and *Tcf7l2* (alias *Tcf4*) (network 4), and *Src *(network 6), which was previously reported to contribute PB-mediated mode-of-action, including through β-catenin signaling regulation (Groll et al, 2016). 

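Table S2 lists a DHS nearest Klf4 on chromosome 4 from 55749879 to 55750594, which is intergenic and lies 217761 bp upstream of the gene on chromosome 4 from 55527137 to 55532475 on the reverse strand. It had 255 ± 54.2 normalized counts (SD, n = 5) with PB and 445 ± 61.2 (SD, n = 4) with vehicle in B6C3F1, a decrease past the log2 FC cutoff but not the FDR cutoff (log2 FC = -0.82, SE 0.16, FDR = 0.0170, limma), and a log2 FC of -0.25 in C57BL/6J (limma FDR = 0.751). Of the 2 DHSs listed for Wnt16, which spans chromosome 6 from 22288227 to 22298522 on the forward strand, the one on chromosome 6 from 22270122 to 22270471 rose from 44.7 ± 11.3 to 146 ± 59.7 in B6C3F1 (log2 FC = 1.61, SE 0.29, FDR = 0.0106), and the one on chromosome 6 from 22148479 to 22148891 from 67.8 ± 18.5 to 120.3 ± 14.4 (log2 FC = 0.85, SE 0.21, FDR = 0.0952). In C57BL/6J their log2 FCs were 0.93 and 0.37 (limma FDR = 0.126 and 0.617), and vehicle mouse 2 was high at the second, with 119.6 counts. The DHS listed for Tcf7l2, on chromosome 19 from 55792645 to 55792910, fell from 110.1 ± 20.8 to 58.5 ± 7.86 in B6C3F1 (log2 FC = -0.89, SE 0.22, FDR = 0.0748), and by RefSeq its nearest TSS is that of Gm31734. The DHSs in introns of Src, on chromosome 2 from 157424293 to 157471838 on the forward strand, lie 1154 and 9857 bp from its TSS. The nearer, on chromosome 2 from 157425310 to 157425584, had a log2 FC of 0.92 (SE 0.27, limma FDR = 0.196) and the farther, on chromosome 2 from 157433999 to 157434302, of 0.97 (SE 0.22, limma FDR = 0.0436) in B6C3F1. At none of these DHSs did the strain difference in PB response pass the FDR cutoff, with interaction FDRs of 0.907 to 0.918.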

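Ctnna1 encodes α-catenin, a partner of β-catenin at cell junctions. Of the 9 DHSs whose nearest TSS is that of Ctnna1, 0 passed the cutoffs in C57BL/6J and 2 had an unadjusted p under 0.05. The smallest FDR was at the DHS on chromosome 18 from 35087582 to 35087821, 31211 bp from the TSS, with a log2 FC of 0.87 (SE 0.19, limma FDR = 0.0279). In B6C3F1 the same DHS had a log2 FC of 0.74 (limma FDR = 0.448). The C57BL/6J-enriched list of Table S2 was read only in part, so the DHS the paper assigns to this gene was not identified here.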

The C57BL/6J Δ-DHS group showed unique *Ctnna1* (network 14) enrichment and other effects related to metabolism, cell cycle, and differentiation (Fig 2A and Table S3).

Table S3 Results of the STRING-db protein–protein interaction sub-network enrichment analyses using gene lists from DHS or RNA differential analysis. The table lists the number of genes in the identified sub-networks, the number of observed protein–protein interactions in the STRING-db between these genes, the number of expected interactions given a gene set of this size, the associated *P*-value and the list of genes ordered by their node degree. Only sub-networks supported by at least one direct interaction between genes are shown. Networks are ordered by *P*-value. Fig2_DHS_shared_networks: Networks identified using genes in shared DHS peaks of B6C3F1 and C57BL/6J. Fig2_DHS_B6C3F1_enriched_net: Network results using genes identified by TSS proximity of DHS peaks uniquely found in B6C3F1. Fig2_DHS_C57BL6J_enriched_net: Network results using gene identified by TSS proximity of DHS peaks uniquely found in C57BL/6J. Fig3_RNA_shared_networks: Networks identified using genes showing differential expression in both strains. Fig3_RNA_B6C3F1_enriched_net: Networks identified using genes showing differential expression uniquely in B6C3F1. Fig3_RNA_C57BL6J_enriched_net: Networks identified using genes showing differential expression uniquely in C57BL/6J.

We previously reported CAR and Wnt/β-catenin signaling–dependent transcriptional effects at the pluripotency-associated *Dlk1-Dio3* imprinted gene cluster noncoding RNAs in the liver of mice treated with tumor-promoting doses of PB (Lempiainen et al, 2013; Pouche et al, 2017). Importantly we identify a minimal, but significant B6C3F1-specific increase in chromatin accessibility within the *Dlk1-Dio3* cluster upstream of the *Meg3* locus and at close proximity (within 500 bp) to the reported imprinting control region (Nowak et al, 2011), consistently we also measured enhanced *Meg3* transcriptional up-regulation in B6C3F1 liver material (Table S2 and Fig S4).

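Meg3, a noncoding RNA gene, lies on chromosome 12 from 109540996 to 109571729 on the forward strand, and the DHS listed upstream of it, on chromosome 12 from 109527544 to 109527817, is intergenic and 13316 bp from its TSS. This DHS had 75.4 ± 6.18 normalized counts (SD, n = 5) with PB and 38.7 ± 10.0 (SD, n = 4) with vehicle in B6C3F1, without overlap of the groups, and its FDR did not pass the cutoff (log2 FC = 0.98, SE 0.25, FDR = 0.0887, limma). In C57BL/6J it had 82.1 ± 9.52 with PB and 59.0 ± 13.2 with vehicle (log2 FC = 0.49, SE 0.19, FDR = 0.440, limma), and the strain difference in this response did not pass the FDR cutoff (difference in log2 FC = 0.49, SE 0.30, limma FDR = 0.907). Meg3 RNA rose from 2.78 ± 1.67 CPM (SD, n = 4) to 34.8 ± 9.97 CPM (SD, n = 5) in B6C3F1 (log2 FC = 3.85, SE 0.52, FDR = 2.37e-04, limma on log2(CPM + 0.1)). In C57BL/6J it rose from 0.819 ± 0.370 to 16.1 ± 7.36 CPM (log2 FC = 4.13, SE 0.52, FDR = 2.11e-04). PB-treated B6C3F1 mice had more Meg3 RNA than PB-treated C57BL/6J mice on average. The difference in log2 FC between the strains did not pass the FDR cutoff (-0.27, SE 0.74, limma FDR = 0.957), and its sign changed with a pseudocount of 1 and with the mouse left out.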

**Figure S4.**
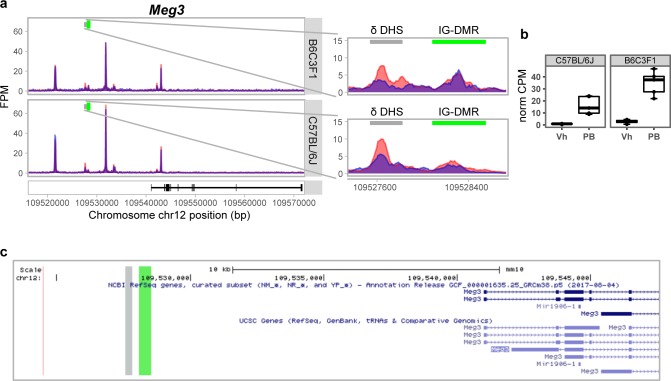
Strain-specific delta-DHS at *Meg3* within the *Dlk1-Dio3* imprinted locus **(A)** Genome browser DHS tracks show B6C3F1 predominant Δ-DHS effect at the *Dlk1-Dio3* cluster noncoding RNA gene *Meg3* locus (B6C3F1: log2 FC = 0.97, FDR = 0.0046; C57BL/6J: log2 FC = 0.48, FDR = 0.22). The identified region is in proximity but not overlapping to IG-DMR as defined in (51). **(B)** *Meg3* RNA-seq expression in CPM (B6C3F1 log2 FC = 3.6, FDR = 4.91E-6; C57BL/6J log2 FC = 4.3, FDR = 1.25E-5). **(C)** UCSC browser snapshot illustrating the genomic location of the DHS (grey) and *Dlk1-Dio3* cluster IG-DMR (green).

### Strain-selective PB-mediated liver transcriptional changes

To enable further functionalization of the DHS open regulatory landscape effects, we ran genome-wide RNA sequencing from matching liver samples. 

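RNA-seq values of the same 18 livers were analysed, in the same groups of 4 vehicle-treated and 5 PB-treated mice per strain. The authors aligned the reads to mm10 with STAR, kept alignments of the highest mapping quality, counted them by strand over UCSC RefSeq genes and deposited CPM after TMM scaling with edgeR. Here too each value was a whole number of reads times a factor per mouse, in 100% of the values. From 24.4 to 27.6 M reads were counted on genes per vehicle-treated C57BL/6J mouse (median 25.6 M) and 23.8 to 27.8 M per PB-treated one (median 25.0 M). B6C3F1 mice had 27.2 to 30.3 M with vehicle (median 29.5 M) and 27.0 to 29.7 M with PB (median 27.9 M). Of the 13862 genes in the table, the 13838 with at least 0.4 CPM in at least 3 mice of a group were tested. All 18 samples entered a single limma fit on log2(CPM + 0.1), so that a log2 FC of a gene with low CPM is understated.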

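Pearson's r between the CPM of 2 mice ranged from 0.909 to 0.998 across genes, with the lowest value within a strain. For mice of the same strain and treatment it was 0.960 to 0.998 and for mice of different strains 0.939 to 0.995, so the ranges overlapped. On the log2 scale, mice of the same strain and treatment had an r of 0.983 to 0.994 and mice of different strains 0.968 to 0.981, without overlap. Over the 1000 genes with the highest variance, the first component held 39.0% of the variance and the second 27.4%. Strain separated completely on the first (two-sided exact permutation test, p = 4.11e-05). PB separated from vehicle on the second, with mean scores of -14.9 ± 4.95 (SD) against 21.5 ± 1.20 in B6C3F1 and -13.1 ± 3.22 against 13.5 ± 1.81 in C57BL/6J (exact permutation test, p = 0.00794 in both strains). PB also shifted the first component within each strain (exact permutation test, p = 0.0159 in both). With all genes kept by the filter, that shift held in B6C3F1 (exact p = 0.0317) but not in C57BL/6J (exact p = 0.921). With a pseudocount of 1 it held in both (exact p = 0.00794 in each).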

The RNA sequencing data were strongly clustered per strain and treatment effects, and PCA analyses of the top 1,000 most variable genes also show that strain background (PC1) and PB response (PC2) together account for most of the variation in the data (Fig S3C and D). 

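In C57BL/6J, 121 genes changed with PB at |log2 FC| ≥ 0.58 and FDR ≤ 0.01, 117 with higher and 4 with lower expression. In B6C3F1, 277 changed, 215 with higher and 62 with lower expression. At an unadjusted p under 0.05, 1711 genes differed in C57BL/6J and 3241 in B6C3F1. PB-treated and vehicle-treated mice did not overlap at 119 of the 121 genes in C57BL/6J and 258 of the 277 in B6C3F1. Among the fits with limma, dropping the minimum |log2 FC| moved the counts most, to 221 in C57BL/6J and 617 in B6C3F1. The edgeR exact test, added after the counts were seen, gave 305 in C57BL/6J and 531 in B6C3F1.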

Using cutoffs of log2 FC ≥ 0.58 and FDR < 0.01, we identified 127 differentially expressed genes in C57BL/6J and 269 in B6C3F1 samples (Table S4). Akin to the DHS landscape, we find predominant transcriptional perturbrations in a strain-selective manner. 102 genes are commonly regulated and tend to affect genes associated with the strongest transcriptional expression changes, whereas 167 and 25 genes are selectively modulated in B6C3F1 and C57BL/6J, respectively (Fig 3A and B). 

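Here, 98 genes passed the cutoffs in both strains, all in the same direction and 96 of them upward, 179 in B6C3F1 alone and 23 in C57BL/6J alone. The shared genes had a median |log2 FC| of 1.8 in B6C3F1 and 1.6 in C57BL/6J, against 0.93 for the B6C3F1-enriched and 0.96 for the C57BL/6J-enriched genes in their own strain. Cyp2b10 rose from 11.7 ± 5.68 to 1519 ± 232 CPM in B6C3F1 and from 8.73 ± 1.62 to 1194 ± 229 CPM in C57BL/6J (log2 FC = 7.13 and 7.07, SE 0.28 in both, limma FDR = 4.66e-10 and 6.72e-10). Cyp2c55 rose from 23.7 ± 3.60 to 481 ± 65.1 CPM in B6C3F1 and from 17.3 ± 4.23 to 336 ± 95.4 CPM in C57BL/6J (log2 FC = 4.34 and 4.25, SE 0.20 in both, limma FDR = 2.43e-09 and 4.29e-09). The largest log2 FC in B6C3F1 was that of Cyp2b13, on chromosome 7 from 26061495 to 26096196 on the forward strand, which rose from 0.155 ± 0.147 to 61.3 ± 19.3 CPM in B6C3F1 and from 0.529 ± 0.238 to 88.8 ± 27.3 CPM in C57BL/6J (log2 FC = 8.07 and 7.16, SE 0.39 in both). Pnliprp1, on chromosome 19 from 58728887 to 58744169 on the forward strand, rose from 0.0507 ± 0.0648 to 11.2 ± 2.97 CPM in B6C3F1 and from 0.266 ± 0.310 to 3.00 ± 0.462 CPM in C57BL/6J (log2 FC = 6.28 and 3.42), and the pseudogene Cyp2c53-ps from 8.15 ± 2.56 to 159 ± 19.0 CPM in B6C3F1 and from 7.03 ± 1.21 to 136 ± 16.0 CPM in C57BL/6J (log2 FC = 4.30 and 4.26), with vehicle-treated B6C3F1 mouse 2 high at 12.0 CPM. Cyp2c66 held at most 1 read in every vehicle-treated mouse and reached 27.7 ± 4.03 CPM in B6C3F1 and 11.5 ± 4.42 CPM in C57BL/6J with PB. Krt4 held at most 3 reads in each vehicle-treated B6C3F1 mouse and 8.41 ± 6.23 CPM with PB, and Sult3a1 at most 3 reads in each vehicle-treated C57BL/6J mouse and 24.4 ± 11.1 CPM with PB. Cyp2b and Cyp2c genes are related in sequence. Since the authors kept only alignments of the highest mapping quality, reads that match several paralogs could have been lost from these counts.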

The effects are qualitatively consistent across strain and replicates (Fig 3C), thus again highlighting that strain differences pertain to quantitative effects in these total liver analyses.

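Of the B6C3F1-enriched genes, 166 of 179 (92.7%) had a log2 FC of the same sign in C57BL/6J, where the median ratio to the B6C3F1 log2 FC was 0.455. Of the C57BL/6J-enriched genes, 21 of 23 had the same sign in B6C3F1, with a median ratio of 0.530. Across the 300 genes that passed in either strain, the log2 FCs had a Pearson's r of 0.858 (jackknife SE 0.0518), a Spearman's rho of 0.793 and a slope of 0.676. Over all genes tested, without that selection, Pearson's r was 0.646. In the test of the strain difference in PB response over all 18 mice, no gene passed |log2 FC| ≥ 0.58 and FDR ≤ 0.01, and 1093 had an unadjusted p under 0.05. The 5 genes with the smallest FDR were Smpd3, Nostrin, Tmc5, P2rx4 and Myo9a. Smpd3, on chromosome 8 from 106252548 to 106337965 on the reverse strand, rose from 2.27 ± 0.490 to 29.2 ± 6.11 CPM in B6C3F1 and 2.94 ± 0.138 to 15.0 ± 0.847 CPM in C57BL/6J (difference in log2 FC = 1.32, SE 0.20, limma FDR = 0.0197), with vehicle-treated B6C3F1 mouse 2 low at 1.54 CPM. Nostrin, on chromosome 2 from 69135800 to 69189330 on the forward strand, went from 18.1 ± 2.1 to 26.8 ± 2.03 CPM in B6C3F1 and 23.4 ± 0.280 to 22.1 ± 1.82 CPM in C57BL/6J (difference in log2 FC = 0.66, SE 0.11, limma FDR = 0.0197), with PB-treated C57BL/6J mouse 3 low at 19.0 CPM. Tmc5, on chromosome 7 from 118597297 to 118675085 on the forward strand, went from 1.66 ± 0.812 to 6.13 ± 1.68 CPM in B6C3F1 and 0.127 ± 0.0913 to 0.0231 ± 0.0212 CPM in C57BL/6J (difference in log2 FC = 2.70, SE 0.45, limma FDR = 0.0197), and since PB-treated C57BL/6J mice held at most 1 read each, the size of this difference depends on the pseudocount. With pseudocounts of 0.5 and 1 it was 1.90 and 1.57 and passed the cutoffs (limma FDR = 0.00877 and 0.00691), as did those of Smpd3 and Pnliprp1. P2rx4, on chromosome 5 from 122707544 to 122729738 on the forward strand, went from 40.8 ± 0.425 to 68.9 ± 4.65 CPM in B6C3F1 and 40.3 ± 2.13 to 46.2 ± 4.86 CPM in C57BL/6J (difference in log2 FC = 0.56, SE 0.09, limma FDR = 0.0197). Myo9a, on chromosome 9 from 59751174 to 59928866 on the forward strand, rose from 22.1 ± 1.87 to 28.2 ± 2.80 CPM in B6C3F1 and 28.1 ± 2.28 to 54.7 ± 3.93 CPM in C57BL/6J (difference in log2 FC = -0.61, SE 0.11, limma FDR = 0.0482), with PB-treated B6C3F1 mouse 5 low at 23.3 CPM. From effects of the same quality across strains and replicates, the paper reasons that the strain differences are quantitative in total liver.

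**Figure D3:**
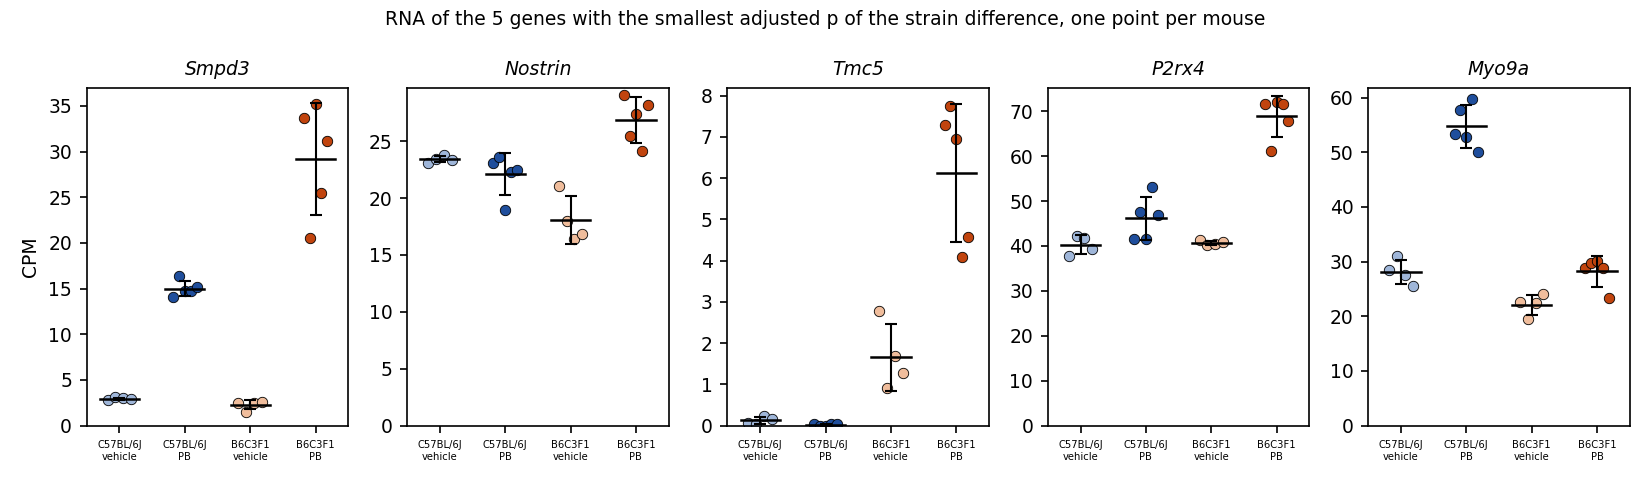
CPM of Smpd3, Nostrin, Tmc5, P2rx4 and Myo9a, the 5 genes with the smallest FDR for a strain difference in PB response, with each point a mouse and the bars the mean ± SD of each group. Smpd3, Nostrin, Tmc5 and P2rx4 rose more with PB in B6C3F1 and Myo9a rose more in C57BL/6J.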

Table S4 Results of the differential RNA-seq analysis. For each comparison, the estimated fold-change, the *P*-value and the FDR are given by the gene. The first six columns list for each strain the results of the vehicle and PB-treated comparison. The final six columns list for either vehicle or PB-treated groups in the between-strain comparison.

**Figure 3.**
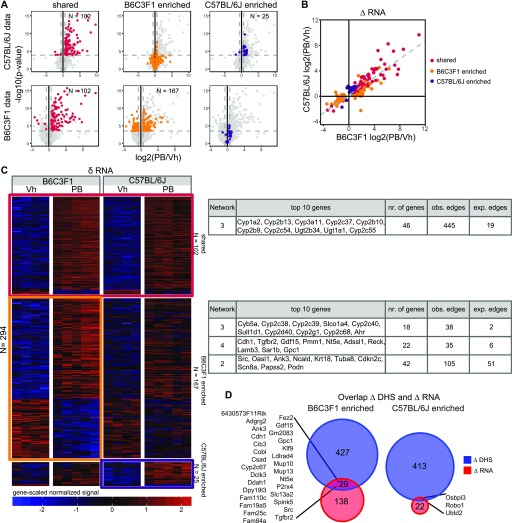
Strain-selective transcriptional effects (Δ-RNA) upon PB treatment in mice. **(A)** Volcano plot showing the log2 FC and *P*-values of all genes (light grey) from the differential tests using the C57BL/6J samples (first row) or the B6C3F1 samples (second row). The 102 common (red), 167 B6C3F1-enriched (orange), and 25 C57BL/6J-enriched (purple) differentially expressed genes are highlighted. Dashed lines indicate selected statistical cutoffs (|log2 FC| = 0.58 and *P*-value corresponding to FDR = 0.01). **(B)** Linear correlation of Log2 FC PB treatment RNA effects across strains. Only Δ-RNA effects supported by either strain are shown and used to fit the linear regression line indicated by the dashed line. **(C)** Head-to-head comparison of PB-mediated δ-RNA effects, highlighting shared (n = 102, red box) and unique strain effects (n = 167 for B6C3F1, orange box and n = 25 for C57BL/6J, purple box). The list of transcriptionally modulated genes is available from Table S4, STRING-db protein–protein interaction sub-networks enriched in each group are indicated (full list available from Table S3). **(D)** The overlay of Δ-DHS–associated genes (nearest TSS assignment approach) and Δ-RNA expression changes highlights a short list of loci displaying both changes in chromatin accessibility and transcriptional modulation, which are unique to each strain.

Gene ontology (GO) term over-representation analyses showed enrichment for genes relevant to xenobiotic response in both strains (data not shown), whereas STRING-db protein–protein interaction enrichment analyses highlighted biologically significant B6C3F1-specific Δ-RNA changes. For example, of genes relevant to PB-mediated regulation of Wnt/β-catenin signaling (*Cdh1* or *Src* in networks 4 and 2) and other genes involved in important signaling functions in the liver such as *Tgfbr2* (network 4), a member of the canonical Smad-dependent TGF-β signaling cascade, involved in hepatic progenitor cell activation (Ding et al, 2013). 

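Cdh1, on chromosome 8 from 106603350 to 106670247 on the forward strand, rose from 30.4 ± 6.57 CPM (SD, n = 4) to 84.9 ± 20.6 CPM (SD, n = 5) in B6C3F1 (log2 FC = 1.47, SE 0.19, FDR = 1.69e-04, limma) and did not change past its spread in C57BL/6J, from 56.1 ± 5.13 to 66.6 ± 13.0 CPM (log2 FC = 0.23, SE 0.19, FDR = 0.740). The strain difference in this response did not pass the cutoff (difference in log2 FC = 1.24, SE 0.28, limma FDR = 0.182), and vehicle-treated B6C3F1 mice started lower than vehicle-treated C57BL/6J mice (log2 FC = -0.90, limma FDR = 0.00666). Src rose from 2.45 ± 0.426 to 7.80 ± 2.27 CPM in B6C3F1 (log2 FC = 1.60, SE 0.19, FDR = 3.62e-06), with vehicle mouse 1 high at 3.08 CPM, and from 2.22 ± 0.413 to 3.52 ± 0.522 CPM in C57BL/6J (log2 FC = 0.64, SE 0.19, FDR = 0.0702), where its log2 FC passed the cutoff and its FDR did not (difference in log2 FC = 0.96, SE 0.26, limma FDR = 0.313). Tgfbr2, on chromosome 9 from 116087695 to 116175363 on the reverse strand, rose from 23.9 ± 1.64 to 39.4 ± 3.52 CPM in B6C3F1 (log2 FC = 0.72, SE 0.07, FDR = 1.83e-07), where PB-treated mouse 3 was high at 45.4 CPM. In C57BL/6J it rose from 33.6 ± 2.32 to 46.9 ± 2.37 CPM, an effect that passed the FDR cutoff but not the log2 FC cutoff (log2 FC = 0.48, SE 0.07, FDR = 6.97e-05), and the strain difference in its response did not pass the cutoffs (difference in log2 FC = 0.23, SE 0.09, limma FDR = 0.536). PB-treated and vehicle-treated mice did not overlap at Tgfbr2 in either strain.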

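Table S2 lists 5 DHSs nearest Cdh1, all on chromosome 8. The DHS from 106603249 to 106603447 covers the TSS and rose from 42.1 ± 6.51 (SD, n = 4) to 132 ± 31.6 normalized counts (SD, n = 5) in B6C3F1 (log2 FC = 1.60, SE 0.23, FDR = 0.00152, limma), while in C57BL/6J it went from 73.5 ± 15.8 to 81.8 ± 15.9 (log2 FC = 0.15, SE 0.19, FDR = 0.930). The DHS from 106605633 to 106606030, 2481 bp into the gene in an intron, rose from 108 ± 46.3 to 256 ± 35.2 in B6C3F1 (log2 FC = 1.32, SE 0.23, FDR = 0.00900) and had a log2 FC of 0.14 (limma FDR = 0.918) in C57BL/6J. The other 3, intronic DHSs from 106619678 to 106619907, 106623102 to 106623416 and 106642231 to 106642471, had log2 FCs of 0.94, 0.82 and 1.01 in B6C3F1 with limma FDRs of 0.133, 0.0429 and 0.0704, which did not pass the cutoff. At the first of these 3, PB-treated B6C3F1 mouse 2 was low, with 47.9 normalized counts, and at all 5 DHSs vehicle-treated B6C3F1 mice averaged below vehicle-treated C57BL/6J mice. The strain difference in PB response at the TSS was 1.45 on the log2 scale (SE 0.30, limma FDR = 0.674). The 5 DHSs listed for Tgfbr2 lie on chromosome 9, of which 3 are in its introns and 2, upstream of it, are nearest to Gm4668 by RefSeq. Their log2 FCs were 0.68 to 1.12 in B6C3F1 (limma FDR = 0.0230 to 0.203) and 0.06 to 0.83 in C57BL/6J (limma FDR = 0.0958 to 0.974). All 5 thus rose on average in both strains. At the intronic DHS from 116111601 to 116111951, PB-treated and vehicle-treated mice did not overlap in either strain. The intronic DHS from 116122507 to 116122719 rose from 21.3 ± 7.16 to 47.0 ± 12.0 in B6C3F1, where the groups overlapped. In C57BL/6J it rose from 32.8 ± 4.65 to 60.8 ± 20.1, where PB-treated mouse 3 was high at 95.9.

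**Figure D4:**
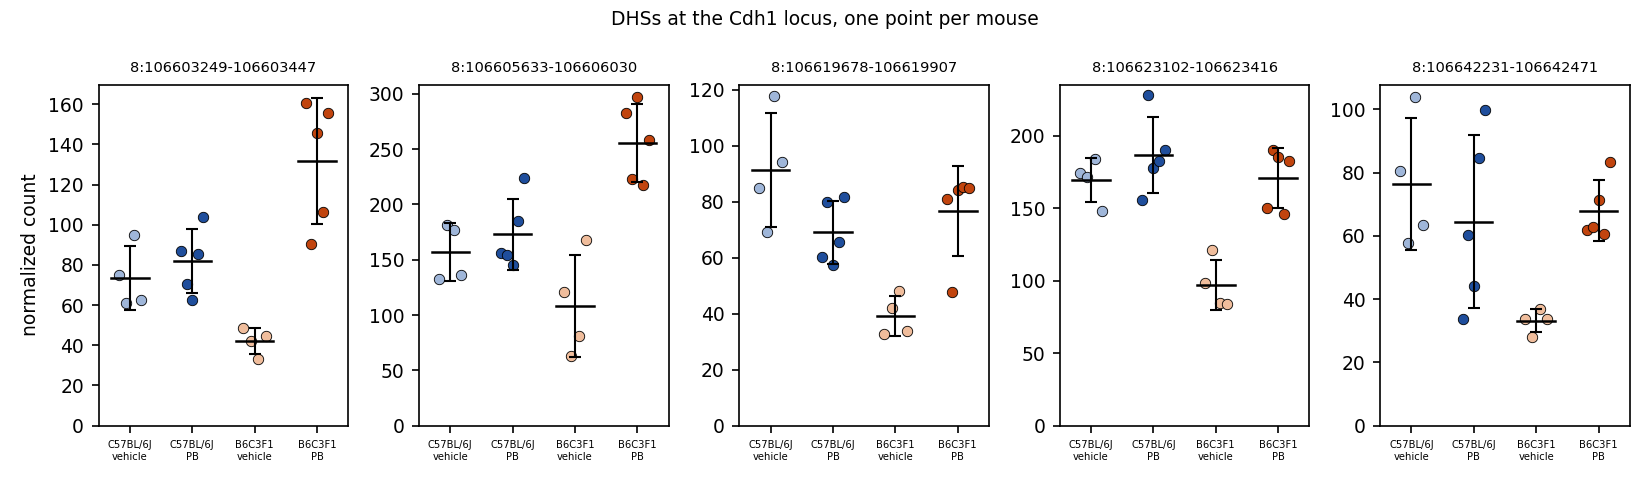
Normalized counts at the 5 DHSs that Table S2 lists for Cdh1, with each point a mouse and the bars the mean ± SD of each group. At each DHS the mean is higher with PB in B6C3F1, and in C57BL/6J the vehicle-treated and PB-treated mice overlap.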

As evidenced above by Δ-DHS/associated genes and RNA effects, some notable B6C3F1-specific effects are concordant, including *Src*, *Cdh1*, or *Tgfbr2*, and may represent predominantly strain-enriched signatures of functional relevance (compare network lists in Figs 2C and Figs 3C and see gene loci DHS and RNA effects illustration in Fig 4A and B [*Cdh1*] and Fig 4D and E [*Src*]).

**Figure 4.**
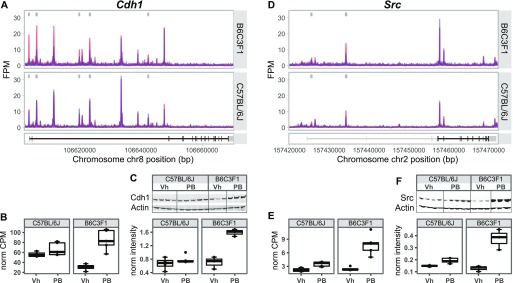
Strain-selective chromatin and transcriptional effects at Wnt/*β*-catenin signaling relevant to loci. **(A)** Genome browser DHS tracks show B6C3F1-enriched δ-DHS effects at the Cadherin-1 (*Cdh1*) locus. **(B)** RNA-seq, counts per million (CPM) data show B6C3F1-specific increase in *Cdh1* mRNA expression. **(C)** Western blot analysis and quantification show increase in Cdh1 protein expression in liver of PB-treated B6C3F1 animals. **(D)** Genome browser DHS tracks show B6C3F1-enriched Δ-DHS effects at the tyrosine-protein kinase *Src* locus. **(E)** RNA-seq, CPM data show B6C3F1-specific increase in *Src* mRNA expression. **(F)** Western blot analysis and quantification show increase in Src protein expression in the liver of PB-treated B6C3F1 animals. Each light grey box in the genomic browser snapshots represent a δ-DHS peak above statistical cutoffs (Log2 FC ≥ 0.58, FDR < 0.01).

### Strain-selective chromatin, transcriptional, and protein expression changes in the β-catenin pathway

By systematically overlapping Δ-RNA and genes with nearby Δ-DHS changes, we characterized 29 of 167 (17% overlap, B6C3F1) and 3 of 25 (12% overlap, C57BL/6J) genes of concurrent RNA and DHS effects (Fig 3D). 

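Of the 179 B6C3F1-enriched genes, 174 had at least 1 DHS assigned by nearest TSS, and 7 of these (4.02%) had a B6C3F1-enriched δ-DHS among them, namely Cdh1, Cib3, Ifi47, Ldlrad4, Nt5e, P2rx4 and Spink5. Among the 12695 other tested genes with a DHS assigned the share was 0.386% (odds ratio 10.8, Fisher's exact test, p = 9.72e-06). Of the 23 C57BL/6J-enriched genes, 22 had a DHS assigned and 5 (22.7%) a C57BL/6J-enriched δ-DHS, namely Gsta2, Gstm2, Trib3, Ubtd2 and Vtcn1 (odds ratio 32.6, Fisher's exact test, p = 1.50e-06). Ifi47 and the C57BL/6J genes other than Ubtd2 are named here after their values were seen. In each of these genes, the RNA and the δ-DHS changed in the same direction, down in Nt5e and Spink5 and up in the others, and Spink5 RNA was high in vehicle-treated C57BL/6J mouse 5, at 1.17 CPM. In B6C3F1 the number moved most with the authors' own DHS sets of Table S2 in place of those called here, which gave 30 genes, and an FDR cutoff of 0.05 for both assays gave 24. In C57BL/6J these gave 2 (Fisher's exact test, p = 0.0217) and 1 (p = 0.364), so the C57BL/6J overlap did not hold at an FDR of 0.05, and the number from Table S2 is a lower bound, since only 238 of its 492 C57BL/6J-enriched DHSs were read. From promoters that are open in general and a mostly distal location of δ-DHSs, the paper reasons that a limited overlap between the assays is to be expected.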

Because the chromatin at gene promoters is by and large constitutively opened and from the overall distal distribution of δ-DHSs (Figs 1 and S2B and C), a limited functional overlap between DHS/gene expression changes is expected. We also evaluated whether alternative DHS gene assignment approaches may yield different functional overlap output. Scanning the whole-genome TSS (n = 34,219) for δ-DHS association in flanking windows of ±5–100 kbp identified 10–26% functional differential RNA/DHS overlap in B6C3F1 and 4–24% overlap in C57BL/6J (Fig S5A). 

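With 31647 RefSeq TSSs, 5 of 176 B6C3F1-enriched genes (2.84%) had a B6C3F1-enriched δ-DHS within 5 kb of a TSS and 12 (6.82%) within 100 kb. Of the 23 C57BL/6J-enriched genes, 2 (8.70%) had a C57BL/6J-enriched δ-DHS within 5 kb and 6 (26.1%) within 100 kb.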

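From the side of the DHSs, 7 of 88 B6C3F1-enriched δ-DHSs (7.95%) had the TSS of a B6C3F1-enriched gene within 5 kb and 15 (17.0%) within 100 kb. In C57BL/6J the corresponding numbers were 3 of 261 (1.15%) and 13 (4.98%).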

In a complementary approach, scanning the differential DHS landscape for δ-RNA association in flanking windows of ±5–100 kbp identified 4–13% functional RNA/DHS overlap in B6C3F1 and close to null in C57BL/6J (Fig S5B). The limited overlap in the later method is expected from the larger number of DHSs over gene expression changes in both strains. Thus, overall using a range of gene/DHS assignment approaches yields equivalent overlap, in the range of 10–20%. 

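The gene with the nearest TSS passed the RNA cutoffs in either strain for 33 of the 99 shared δ-DHSs (33.3%), 21 of the 88 B6C3F1-enriched (23.9%) and 43 of the 261 C57BL/6J-enriched δ-DHSs (16.5%). It belonged to the RNA set of the same name for 10 of the B6C3F1-enriched and 6 of the C57BL/6J-enriched δ-DHSs.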

Interestingly, a large number of DHSs can not immediately be assigned to detectable gene transcriptional changes (Fig 5A) and yet may represent a genomic landscape of functional interest (see below).

**Figure S5.**
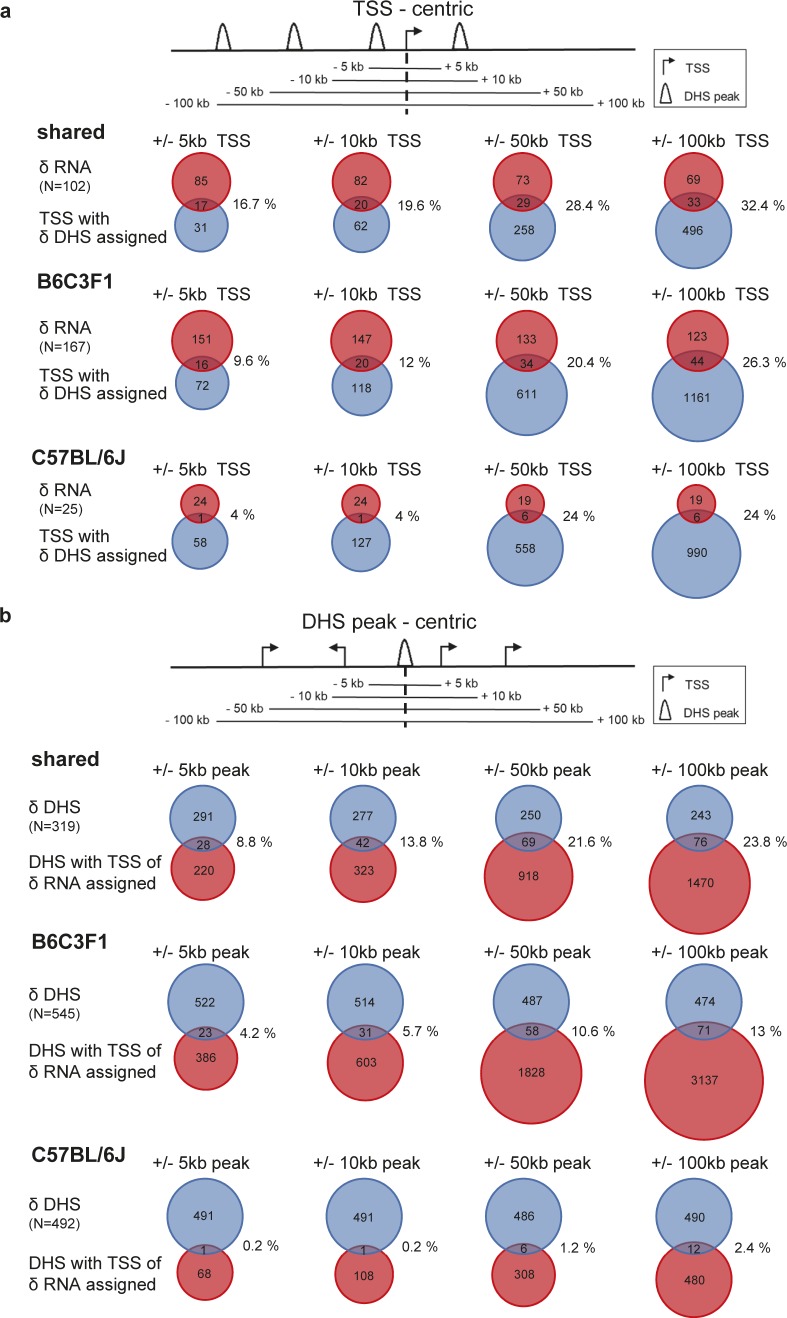
Complementary TSS-centric and DHS peak-centric approaches for assigning DHS peaks to gene regulation effects. **(A)** TSS-centric approach: each δ−DHS was assigned to regions of 10 to 200 kbp centered at the TSS (multiple assignments possible, see for example Fig 1D: *Cyp2b10* locus). The Venn diagrams were then generated from the TSS regions that have a δ-DHS assigned and the δ-RNA in the shared and strain-selective landscapes. **(B)** DHS-centric approach: The regions of 10 to 200 kbp were centered at DHS peaks and assigned with δ−RNA if their TSS falls into the region (multiple assignments possible). Venn diagrams were then generated from the DHS peaks that have a δ-RNA assigned and the δ-DHS.

**Figure 5.**
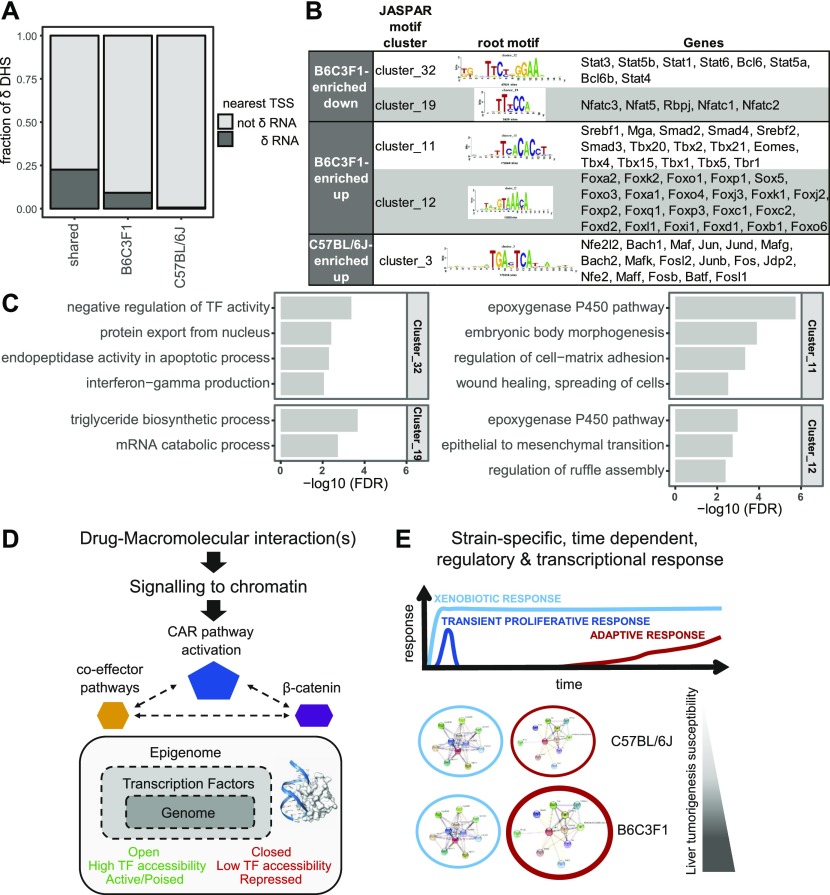
Strain-selective TF regulatory pathways effects upon PB treatment. **(A)** Most Δ-DHSs are distal to gene TSS and not associated with significant changes in the nearest gene expression (δ-RNA). **(B)** Summary of TF motif enrichment in down-regulated and up-regulated Δ-DHSs relative to the full consensus set of detected DHSs. Four clusters of motifs are shown for B6C3F1 and one for C57BL/6J (the full list available from Table S5). The genes shown are expression-filtered members of the motif cluster sorted by average expression. **(C)** GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. **(D)** Updated model from Lempiainen et al (2013), Pouche et al (2017) highlighting the importance of the signaling to chromatin and novel potential TF regulatory pathways (baseline and treatment related) in response to CAR-activating xenobiotic exposure. **(E)** Predominantly strain-selective β-catenin and additional co-effector regulatory pathway effects (red) are likely contributing to the chronic and long-lasting adaptive response associated to increased tumor promotion sensitivity in B6C3F1 mice.

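Klf9, on chromosome 19 from 23141226 to 23168129 on the forward strand, fell from 81.2 ± 6.19 CPM (SD, n = 4) to 54.3 ± 8.46 CPM (SD, n = 5) in B6C3F1, with an FDR above the cutoff (log2 FC = -0.59, SE 0.14, FDR = 0.0121, limma), and its listed DHS on chromosome 19 from 23073830 to 23073978 fell from 45.2 ± 18.0 to 18.1 ± 8.52 normalized counts (log2 FC = -1.31, SE 0.41, FDR = 0.233). Ddah1, on chromosome 3 from 145758692 to 145894277 on the forward strand, fell from 116 ± 18.3 to 70.0 ± 19.3 CPM in B6C3F1 (log2 FC = -0.75, SE 0.17, FDR = 0.00990), with PB-treated mouse 2 high at 103 CPM, and passed the cutoffs in 2 of the 9 fits that each left out 1 mouse. Its intronic DHSs on chromosome 3 from 145778580 to 145778937 and 145781093 to 145781399 had log2 FCs of -1.08 and -1.10 (SE 0.21 and 0.24, limma FDR = 0.0239 and 0.0365) in B6C3F1 and -0.04 and -0.21 in C57BL/6J. Ank3, on chromosome 10 from 69533708 to 70027436 on the forward strand, rose from 22.5 ± 4.58 to 34.7 ± 2.59 CPM in B6C3F1 (log2 FC = 0.64, SE 0.11, FDR = 0.00101), and its listed intronic DHS on chromosome 10 from 69853254 to 69853405 from 17.4 ± 1.95 to 42.3 ± 14.8 (log2 FC = 1.17, SE 0.35, FDR = 0.197). In C57BL/6J the RNA log2 FCs were -0.29 for Klf9, -0.07 for Ddah1 and 0.36 for Ank3 (limma FDR = 0.415, 0.932 and 0.121). For none of the 3 genes did the strain difference in response pass the FDR cutoff (interaction FDR = 0.741, 0.470 and 0.696). With 4 or 5 mice per group, this does not show that the responses were alike.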

Notably, STRING-db and literature analysis of the overlapping gene loci highlight evidence for functional and/or biochemical interactions with Wnt/β-catenin signaling functions (e.g., *Cdh1*, *Klf9*, *Src*, *Tgfbr2*, *Ddah1*, and *Ank3*), a pathway strongly reported to mechanistically contribute to PB-mediated liver tumor promotion (Aydinlik et al, 2001; Rignall et al, 2011; Groll et al, 2016), overall suggesting functional relevance of this concordant Δ-strain landscape. To verify that DHS and RNA changes (Fig 4) represent functionally relevant changes, we next evaluated protein expression levels of a subset of candidates relevant to Wnt/β-catenin signaling and for which well-characterized antibodies are available. We leveraged matching liver tissue samples and ran semiquantitative Western blot analyses of both Cdh1 and Src, confirming an increase in protein levels in PB-treated B6C3F1 mice (Fig 4C and F). These data highlight that a subset of PB-mediated hepatic responses of functional relevance can be discerned at both RNA and chromatin accessibility levels. Chromatin accessibility changes, akin to PB-mediated DNA (hydroxy)methylation effects (Thomson et al, 2013), may thus represent potential early biomarker signatures for non-genotoxic carcinogen exposure.

### Exploring transcriptional regulators of the noncoding, strain-selective Δ-DHS landscape

The vast majority of strain-selective changes in DHSs after PB treatment do not account for proximal changes in gene expression but may still represent important gene regulatory elements underlying mouse strain differences in tumor promotion sensitivity (Fig 5A). The *cis*-acting gene regulatory element landscape is in particular strongly enriched for transcription factor–binding sites (TFBSs) and represents critical genome regulatory information (Consortium, 2012; Shen et al, 2012; Thurman et al, 2012; Johanson et al, 2018). We, therefore, performed TF motif enrichment analysis individually on the up- or down-regulated PB-responsive strain-selective Δ-DHS landscape for each mouse strain. Because TF-binding motifs frequently overlap between different TFs, we used the root motifs from the motif clustering provided in the JASPAR database in our analysis. To strengthen the robustness of the detected motifs further, we also performed de novo motif analysis and overlapped the results with the motifs detected in the enrichment analysis. The resulting enriched motif clusters with associated similar de novo motifs are shown in Fig 5B and Table S5.

Table S5 Strain-specific transcription factor regulatory pathway effects identified by motif enrichment analysis. EnrichedMotifClusters: For each DHS group, the table lists the known JASPAR motif clusters identified as enriched in the Homer analysis, for which Homer also identified a highly similar de novo motif. Statistics on the enrichment test from Homer are given, including the *P*-value and q-value, the observed fold-change of enrichment, the percent of the target set, and the percent of the background DHS set that show the motif. Finally, the enrichment statistics from Homer for the best matching de novo motif are listed. Genes corresponding to the motif cluster are listed in the final column. Only genes with at least 100 RNA-seq read counts summed across all samples are shown, ordered by average expression across samples. cluster1_delta_peak_B6C3F1_up: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster3_delta_peak_C57BL6_up: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster11_delta_peak_B6C3F1_up: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster12_delta_peak_B6C3F1_up: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster19_delta_peak_B6C3F1_dow: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster32_delta_peak_B6C3F1_dow: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster66_delta_peak_B6C3F1_up: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster10_delta_peak_B6C3F1_up: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group. cluster10_delta_peak_C57BL6_dow: GO biological pathway analysis of predicted TF target sites in the respective Δ-DHS group.

In this analysis, cluster 32 (Stat family members, Bcl6, and Bcl6b) and cluster 19 (Nfat family members and Rbpj), both based on down-regulated B6C3F1 DHS landscape gave the strongest enrichment (low *P*-values, q-values, high FC enrichments, and several good de novo motif predictions). 

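The DHS sequences were taken from mm10 and searched for consensus motifs of 5 factor families, Stat/Bcl6, Nfat, Smad, Fox and Jun/Fos, a simpler method than the authors' motif clusters. Of the 20 B6C3F1-enriched δ-DHSs with reduced accessibility, 4 (20.0%) held a Stat/Bcl6 motif, against 12.8% of all other DHSs (Fisher's exact test, p = 0.313, adjusted p = 0.715 over the 20 tests of 5 families in 4 sets). An Nfat motif was in 15 (75.0%), against 69.5% of the others (Fisher's exact test, p = 0.809, adjusted p = 0.973). The Nfat motif was searched as the string TTTCC on either strand. Since most DHSs hold this string, its presence leaves little room for enrichment and cannot decide on the paper's Nfat result. The Stat/Bcl6 share moved most with the larger set that Table S2 lists, a choice made after these values were seen, in which 74 of 249 (29.7%) held the motif (Fisher's exact test, adjusted p = 5.39e-11), while 69.1% held an Nfat motif, against 69.5% of the others (adjusted p = 0.937).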

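Among the 68 B6C3F1-enriched δ-DHSs with increased accessibility, 26 (38.2%) held a Smad motif, against 28.7% of all other DHSs (Fisher's exact test, p = 0.106, adjusted p = 0.532). A Fox motif was in 7 (10.3%), against 14.4% (Fisher's exact test, p = 0.487, adjusted p = 0.862). In the larger Table S2 set, chosen after these values were seen, a Smad motif was in 25.7% of 296 DHSs, below the 28.7% of the others (Fisher's exact test, adjusted p = 0.609), and a Fox motif in 14.9%, against 14.3% (adjusted p = 0.937).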

Two additional clusters were identified albeit less robustly using up-regulated B6C3F1-unique DHSs: cluster 11 (Smad family members, Tbx family members, and Srebf1/2) and cluster 12 (Fox family members). Only one cluster was weakly identified from C57BL/6J up-regulated DHS landscape (includes Jun/Fos, Bach, and other TF motifs), despite a similar count of strain-specific open chromatin changes (Fig 2A).

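Of the 225 C57BL/6J-enriched δ-DHSs with increased accessibility, 29 (12.9%) held a Jun/Fos motif, against 8.63% of all other DHSs (Fisher's exact test, p = 0.0315, adjusted p = 0.315). Against DHSs matched on width and GC content the background share was 8.07% (Fisher's exact test, p = 0.0177, adjusted p = 0.354). In the set that Table S2 lists, which was read in part and chosen after these values were seen, 28 of 179 (15.6%) held the motif (Fisher's exact test, adjusted p = 0.0110, and 1.51e-04 against matched DHSs). The smallest adjusted p of the 20 tests on the calls made here was that of Nfat, where the motif was in 60.4% against 69.5% of all other DHSs (Fisher's exact test, adjusted p = 0.0916).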

To evaluate the biological function of the different TF motifs clusters, we first predicted gene targets of Δ-strain DHS landscape for each of the enriched TF clusters and ran GO term enrichment analysis (Fig 5C and Table S5). Overall, this analysis highlighted a number of biological functions of potential relevance to early tumor development that were predominantly observed in the B6C3F1 strain after treatment with PB (e.g., change in nuclear functions, metabolic changes, epithelial to mesenchymal transition, cell–matrix adhesion/organization, etc.).

To help filter and assess functional relevance of the identified TF motifs, we next examined individual TFs using different knowledge-based sources such as STRING-db, GeneCards database, and literature assessments. We systematically interrogated the prior knowledge towards relevance of the TFs in PB response, CAR activation, Wnt signaling, and/or hepatocarcinoma.

Stat proteins are a family of seven TFs that form part of the JAK-STAT signaling cascade. Significant evidence support functional implication of Stat family members in hepatocarcinoma and cross-interactions with some of the core genes and pathways identified from PB-mediated changes in RNA or open chromatin effects (such as Src and TGF-β), ultimately consistent with the early tumor promotion relevance of this cluster of TF motifs in B6C3F1 mice (see the Discussion section). Notably, Bcl6, in the same cluster 32, is strongly reported to functionally interact with Stat family members, including through the regulation of interferon-γ (Madapura et al, 2017), representing one of the enriched GO biological pathway for this cluster (Fig 5C and Table S5). Consistent with its decreased motif activity, the tumor suppressor Bcl6B was also previously identified to inhibit HCC metastases in vitro and in vivo (Wang et al, 2014). Likewise, and also consistent with decreased motif activity, NFAT family members such as NFTAc1 are reported as tumor suppressor in HCC, through inducing tumor cell apoptosis (Xu et al, 2018). Examining the up-regulated DHS-associated TF motifs (clusters 11 and 12) also highlights core functional and biochemical associations in liver cell proliferation control and HCC of TGFβ/Smad proteins and pathway (Yoshida et al, 2014) or of selected Fox TF members. For example, Foxo1 is known to be under the regulatory control of CAR (Kazantseva et al, 2014) and a direct interactor of β-catenin in certain conditions (Liu et al, 2011).

Overall, these analyses highlight TF families that may play a role in determining mouse strain–specific liver tumorigenic responses to PB (Fig 5D and E). Despite an overall equivalent number of Δ-DHS signatures in both strains, the TF motifs are particularly enriched in PB-treated B6C3F1. Notably, some of these TFs have previously been associated with liver tumor promotion (including the Wnt/β-catenin signaling pathway), whereas others represent potentially novel regulatory factors for this hepatic phenotype.

## Discussion

Gene regulation depends on the coordinated interplay of local and long-range chromatin interactions within the three-dimensional space of the nucleus. In particular, it has been noted that noncoding regions of the genome contain *cis*-acting gene regulatory elements (e.g., enhancers) that determine cell type–specific functions through interactions with TFs. Importantly, the perturbation of enhancers has been associated with tumor development (Davie et al, 2015; Sur & Taipale, 2016). Enhancers are characterized by cell type–specific open chromatin structures that enable access for specific TFs and can be efficiently mapped using nuclease-based assays coupled with deep sequencing. In this study, we have exploited well-characterized mouse strain–specific differences in sensitivity to PB-mediated liver tumor promotion (Table S1) to investigate the underlying molecular mechanisms that could account for differences in phenotypic outcome. We have focused on liver tissue–based genome-wide profiling of chromatin accessibility (DNase-seq) and gene expression (RNA-seq) to characterize early molecular perturbations of *cis*-acting gene regulatory elements after exposure to tumor-promoting doses of PB. We identify quantitative differences in PB-induced hepatic molecular pathways and gene regulatory networks between two mouse strains that may account for differences in their sensitivity to liver tumor promotion. These observations also provide an entry point for investigating potential links between mouse strain–specific genetic variation and liver-specific gene regulatory landscapes after PB exposure.

Our molecular analysis on total liver reveals PB-induced chromatin accessibility and transcriptional changes that are either common to resistant (C57BL/6J) versus sensitive (B6C3F1) mouse strains or predominantly strain selective. Most chromatin accessibility changes take place at distal regulatory regions consistent with an important role of *cis*-acting gene regulatory elements in mediating early hepatic molecular responses to PB. We interrogated the function of the distal regulatory regions by mapping to the most proximal gene annotation (based on the position of the gene TSS) and by investigating TF motifs associated with changes in chromatin accessibility. These complementary approaches were integrated with gene expression and GO-based pathway analyses to highlight candidate groups of genes and/or molecular pathways associated with the early stage of PB-mediated non-genotoxic hepatocarcinogenesis. Importantly, these analyses highlighted quantitative differences between sensitive and resistant mouse strains in molecular pathways known to be associated with PB-mediated liver tumor promotion including Wnt/β-catenin signaling.

In addition, we also identified candidate TF regulators via PB-mediated changes in chromatin accessibility that may represent novel early biomarkers signatures of PB-mediated hepatocarcinogenesis. Our observation of down-regulation of DHSs containing Stat/Bcl6 family TF motifs (cluster 32) is suggestive of reduced Stat signaling activity in PB-treated B6C3F1 mice. There is significant evidence for a role of RAS and JAK/STAT pathway activation in HCC and therapeutic modulation of these pathways for the treatment of human liver cancer is being actively explored (Calvisi et al, 2006). Recent studies have also elucidated specific functions for JAK and STAT protein family members in Non Alcoholic Steato Hepatitis (NASH) and HCC (Grohmann et al, 2018; Kaltenecker et al, 2018). Genetic disruption of Stat5 activity in a mouse model for liver fibrosis was associated with elevated TGF-β levels and enhanced growth hormone-induced Stat3 activity, ultimately contributing to the development of chronic liver disease (Hosui et al, 2009). Furthermore, STAT3 has been reported to confer hepatoprotective or oncogenic functions depending on the extent and duration of additional stressors, including inflammation (Wang et al, 2011). Consistent with our observations of reduced Stat pathway–associated TF activity in PB-treated mice, Stat5b expression levels were reported to be suppressed in the livers of mice treated with CAR activators, including PB (Oshida et al, 2016). Interestingly, we also observed up-regulation of DHSs having TF motifs (cluster 11) that included Smad family TFs in PB-treated B6C3F1 mice, implying a potential increase in Smad activity. Together, our data would be consistent with a previous report of TGF-β induced SMAD signaling in hepatoma cells (Buenemann et al, 2001), and the potential for upstream regulation of TGF-β by Stat5 (Hosui et al, 2009).

The down-regulation of DHSs containing Bcl6 and Bcl6b TF motifs (cluster 32) implies a reduction in Bcl6-mediated signaling in PB-mediated B6C3F1 mice and is consistent with the low levels of BCL6B expression that have been previously reported as a potential prognostic biomarker for HCC (Wang et al, 2015b). Interestingly, we previously reported Bcl6 as a candidate target of Zfp161 TF motif, whose hepatic activity was computationally inferred to be decreased after PB treatment of mice and hypothesized to participate in the regulation of quiescent hepatocyte G0–G1 transitions during both early and late stages of PB-mediated tumorigenesis (Luisier et al, 2014b).

The identification of TF motifs associated with the Fox family TFs (cluster 12) in up-regulated DHSs is suggestive of increased Fox-mediated signaling in PB-treated B6C3F1 mice. The Forkhead box (FOX) proteins are a family of TFs that respond to a wide range of external stimuli and regulate diverse biological processes both during development and throughout adult life (Golson & Kaestner, 2016). Aberrant activity of Fox family members Foxa1 and Foxa2 was previously reported as central component of sexual dimorphism of mouse HCC (Li et al, 2012). Likewise, the FOXQ1/NDRG1 axis was shown to exacerbate HCC initiation via enhancing cross talk between fibroblasts and tumor cells (Luo et al, 2018), and FOXO1 was reported to contribute to HCC through a different mode of action (Dong et al, 2017; Jia et al, 2018). Notably, FoxO1 was reported to directly cross talk with CAR to regulate p21 expression and cell proliferation (Kazantseva et al, 2014). Foxp1 was also reported as a candidate hepatic target for the Zfp161 TF motif whose hepatic activity was computationally inferred to be decreased after PB treatment of mice (Luisier et al, 2014b).

In addition to highlighting novel TF motifs and pathways, we also identified minimal but significant changes in hepatic chromatin accessibility in PB-treated B6C3F1 mice within a gene regulatory element (an IG differentially methylated region [IG-DMR]) that regulates the *Dlk1-Dio3* imprinted gene cluster. PB was previously reported to progressively up-regulate the expression of noncoding RNAs (including *Meg3*) encoded by the *Dlk1-Dio3* locus in a CAR and β-catenin–dependent manner (Lempiainen et al, 2013). PB-mediated up-regulation of *Meg3* localises to perivenous hepatocytes that have been associated with Wnt-signaling dependent stem cell–like properties (Wang et al, 2015a). *Meg3* expression has also been associated with mouse stem cell pluripotency (Liu et al, 2010; Stadtfeld et al, 2010) and a subset of human HCCs (Luk et al, 2011), suggesting that CAR activators such as PB may drive dedifferentiation of adult hepatocytes towards a stem cell–like state during the early stages of hepatocarcinogenesis. Interestingly, a hepatocarcinogenesis sensitivity locus *Hcs3* that was originally identified using mouse backcrosses and linkage analysis (Dragani et al, 1991; Gariboldi et al, 1993) maps within a few megabases of the *Dlk1-Dio3* cluster (Drinkwater & Ginsler, 1986; Lempiainen et al, 2013). Our data suggest a model in which PB-mediated transcriptional responses from this epigenetically imprinted gene cluster may be enhanced via increased chromatin accessibility that is mediated by B6C3F1 strain-selective genetic factors.

The potential contributions of PB-mediated changes in hepatic *cis*-acting gene regulatory elements and TFs to tumor promotion in B6C3F1 mice will require further biochemical and functional investigations. Nevertheless, our study highlights several candidate TFs that may act as co-effectors during the early stages of PB-mediated tumor promotion effects in susceptible mouse strains (Fig 5D). Most chromatin accessibility changes take place distally from gene promoters at putative enhancers. Enhancers are bound by regulatory TFs and serve as integrators of intracellular and extracellular signaling pathways to generate cell type–specific transcriptional responses (Shlyueva et al, 2014). The functional binding of regulatory TFs at *cis*-acting gene regulatory elements such as enhancers orchestrates long-range gene regulatory interactions within the three-dimensional space of the nucleus, enabling cell type–specific and spatiotemporal control of gene expression patterns which drive cell identity and function (Thurman et al, 2012; Jin et al, 2013; Zhang et al, 2013). Importantly, distally bound TFs can also regulate genome functions underlying cell identity through mechanisms that are independent of transcription (Johanson et al, 2018). Thus, the characterization of xenobiotic-induced perturbations of accessible chromatin landscapes and associated TF networks holds great potential for the identification of pathophysiologic mechanisms.

We recognize that the characterization of xenobiotic-mediated tissue-specific molecular responses within tissue derived from in vivo model systems is associated with some significant limitations. In particular, determining the specific cell types associated with molecular responses can be challenging. Multiple biological pathways can dynamically respond within and across cell types, and thus, a precise linkage of molecular effects to cellular phenotypes requires follow-up investigations (e.g., single-cell resolution molecular profiling coupled with pharmacologic and/or genetic modulation of pathway components). The functional annotation of long-range gene regulatory interactions (e.g., enhancers, transcriptional factor interactions, and nuclear organization) will require follow-up locus-/pathway-specific tools and functional analyses, including the direct biochemical mapping of inferred TF occupancy by chromatin immunoprecipitation. Likewise, future work will be necessary to investigate local and global genetic variations in context of strain-selective differences in chromatin accessibility and TF regulation.

The epigenomic landscape is strongly responsive to environmental conditions, including exposure to xenobiotics such as chemicals and pharmaceuticals (Jirtle & Skinner, 2007; Feil & Fraga, 2012) and, thus, represents an important molecular space for gaining potential insight into pharmacologic and toxicologic responses to xenobiotics (Szyf, 2007; Lewis et al, 2017; Israel et al, 2018). This study highlights the functional and toxicological relevance of hepatic epigenomic responses in a well-characterized rodent model for drug-induced non-genotoxic carcinogenesis. The mapping of mouse strain–selective pertubations of *cis*-acting regulatory elements (cistrome) provides novel TF–based insights into the molecular basis for susceptibility to PB-induced rodent liver tumor promotion (Fig 5E). These observations are also consistent with recently reported links between genetic variation and tissue-specific epigenetic perturbations after toxicant exposures (Lewis et al, 2017; Israel et al, 2018). Thus, the integration of genetic, epigenomic, and transcriptomic data together with phenotypic endpoints has the potential to enhance mechanism-based safety assessment of both chemicals and pharmaceuticals. In addition, integrated epigenomic and transcriptomic profiling of tissue-specific responses to xenobiotics may also provide a valuable resource for exploring gene regulatory networks underlying broader pathophysiologic processes.

## Materials and Methods

### Ethics statement

In vivo rodent studies were performed in conformity with the Swiss Animal Welfare Law (specifically under the animal licenses No. 2345 by Kantonales Veterinaramt Basel-Stadt [Cantonal Veterinary Office, Basel]).

### Animal treatment and sample preparation

As previously reported in (Lempiainen et al, 2013; Luisier et al, 2014a), male 9–11-wk-old C57BL/6J mice were obtained from Taconic. Animals were allowed to acclimatize for at least 5 d before being randomly divided into two treatment groups of five animals each. 0.05% (wt/vol) PB (Hänseler AG) was administered to one group through ad libitum access to drinking water for either 1, 7, 14, 28 or 91 d. Male B6C3F1/Ctrl (C57BL/6 ♀ × C3H/He ♂) mice 4–5 wk old were obtained from Charles River Laboratories. Animals were allowed to acclimatize for at least 5 d before being randomly divided into two treatment groups of five animals each. 0.05% (wt/vol) PB (Sigma-Aldrich) was administered to one group through ad libitum access to drinking water for 91 d. Individual mice from both studies were checked daily for activity and behavior and sacrificed on the last day of dosing. Livers were removed before freezing in liquid nitrogen and −80°C storage.

### Nuclei preparation, DNase treatment, and DNA purification

DNase I assay was performed as previously described by Ling and Waxman (Ling and Waxman 2013a, 2013b) with minor modifications. 100–150 mg of frozen liver tissue was thawed on ice for 5 min and then homogenized in 1 ml ice-cold nuclear homogenization buffer (NEHB): 10 mM Hepes-KOH, pH 8.0, 25 mM KCl, 1 mM EDTA, 2 M sucrose, 10% glycerol, 0.15 mM spermine, 0.5 mM spermidine, 10 mM NaF, 1 mM orthovanadate, 1 mM PMSF, 0.5 mM DTT, and 1× protease inhibitor cocktail; using a 7-ml Dounce tissue homogenizer. Nuclei were isolated by ultracentrifugation in an SW 40 Ti rotor, overlying the homogenized tissue on top of 5 ml NEHB in a 14-ml Thinwall Ultra-Clear 14 × 95-mm tube (cat. no. 344060; Beckman Coulter). Centrifugation was performed at 66,000*g* for 1 h at 4°C. Isolated nuclei were rinsed three times in 1 ml ice-cold buffer A: 15 mM Tris–HCl, pH 8.0, 15 mM NaCl, 60 mM KCl, 1 mM EDTA, 0.5 mM EGTA, 0.5 mM spermidine, and 0.3 mM spermine. The pelleted nuclei were suspended in digestion buffer (nine volumes of buffer A and one volume of 10X DNase I digestion buffer [60 mM CaCl_2_, 750 mM NaCl]) by using a Dounce homogenizer, counted using a hemacytometer after 100-fold dilution in PBS, and then resuspended in final aliquots of 250 μl containing ∼3.3 × 10^6^ nuclei each. DNase I digestion was carried out at 37°C for 3 min using a final concentration of 50 U/ml of RQ1 RNase-free DNase I (cat. no. M6101; Promega). We digested 10^7^ nuclei per mouse. DNase digestion was stopped using 300 μl of stop buffer: 50 mM Tris–HCl, pH 8.0, 100 mM NaCl, 0.1% SDS, 100 mM EDTA, 0.5 mM spermidine, and 0.3 mM spermine. DNA purification was performed at 55°C overnight using 10 μl of 10 mg/ml proteinase K. RNA digestion was carried out at 37°C for 30 min using 5 μl of 10 mg/ml RNase A. DNA from different aliquots deriving from the same animal were pooled and subsequently extracted using an equal volume of phenol–chloroform–isoamyl alcohol and then one volume of chloroform–isoamyl alcohol. The solution recovered from the phenolic extraction was adjusted with 5 M NaCl to give a final concentration of 0.8 M NaCl and then DNA fractionation was performed in a SW 40 Ti rotor, overlying the adjusted solution on top of 9 ml of a sucrose step gradient (40%, 35%, 30%, 25%, 20%, 17.5%, 15%, 12.5%, and 10% solutions in 1× centrifugation buffer: 20 mM Tris–HCl, pH 8.0, 5 mM EDTA, and 1 mM NaCl). Centrifugation was performed at 78,000*g* in a 14 ml Thinwall Ultra-Clear 14 × 95 mm tube for 24 h at 20°C setting acceleration and deceleration parameters at five. After ultracentrifugation, the first 3-ml fraction was recovered and purified over a MinElute Purification Column (QIAGEN) and eluted in 13 μl of provided Elution Buffer.

### DNase I library preparation and sequencing

DNase I digests the entire genome with a strong preference for regions that are devoid of nucleosomes and unoccupied by TF. Sub-nucleosomal fragments (<145 bp) are enriched for nucleosome-free and TF bound regions, which can be further analyzed to obtain important insights into the functional genomic landscape (Vierstra et al, 2014). We, therefore, size-selected the low molecular fraction of the DNase-seq libraries and performed 76-bp paired-end (PE) sequencing, obtaining an average of 43 million fragments per sample (Table S6). Specifically, next generation sequencing libraries were prepared with the NuGEN Ovation Ultralow System V2 with A-tailing (TECAN) from 3 to 20 ng of input material. Inputs smaller or higher than 10 ng were amplified using 16 or 13 rounds of PCR, respectively. Up to nine libraries were pooled before size selection of the 40–250 bp fraction on a BluePippin BDF3010 3% DF Marker Q2 cassette or PippinHT BEF2010 2% DF Marker M1 cassette (both Sage Science) and PE 76-bp sequencing was performed on the HiSeq 2500 using v4 reagents (Illumina).

Table S6 Sequencing statistics for each DNase-seq sample. Total number of fragments is based on all fragments after sequencing and de-multiplexing. The filtered number of fragments are derived from properly paired reads in the pre-processed bam files. The average fragment size is estimated from the insert sizes between read pairs stored in the pre-processed bam files.

### Genome imputation for B6C3F1

To mitigate the impact of strain differences in read mapping and assess chromatin variation across inbred mice (Hosseini et al, 2013), we generated strain-specific reference sequences using known Single Nucleotide Polymorphisms (SNPs) from the Mouse Genomes Project (Keane et al, 2011; Doran et al, 2016). We used the mm10 reference genome (C57BL/6J strain) as reference for the C57BL/6J samples, subselecting chromosomes chr1-19, X and Y using SAMtools faidx v0.1.19 (Li et al, 2009) for analysis. To impute the genome of B6C3F1, we downloaded the SNPs of the parental strain C3H/HeJ from the Mouse Genomes Project (C3H_HeJ.mgp.v5.snps.dbSNP142.vcf). After sorting using VCFtools v0.1.14 (Danecek et al, 2011), we introduced the C3H/HeJ-specific SNPs into the mm10 genome using the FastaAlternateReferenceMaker from the Genome Analysis Toolkit (McKenna et al, 2010). We generated index files with SAMtools faidx. Finally, to confirm the expected genotypes for each strain, we compared chromosomal sizes from mm10, C57BL/6J, and C3H/HeJ and manually inspected several loci with the Integrative Genomics Viewer v2.3 (Robinson et al, 2011; Thorvaldsdottir et al, 2013).

### DNase-seq data pre-processing

Libraries were demultiplexed using bcl2fastq version 2.17. Illumina adaptor sequences at the end of the reads were removed using Cutadapt v1.8 and resulting reads with a minimum length of 30 bp were retained. All samples were aligned to the mm10 reference genome using Bowtie2 v2.1.0 (Langmead & Salzberg, 2012) with the following parameters: -I 50 -X 400 --fr --no-mixed --no-discordant. Binary Alignment Map (Bam) files were created from sam files and coordinate sorted using SAMtools. PCR and optical sequencing duplicates were flagged using Picard Tools’ MarkDuplicates v1.107(1667). Only properly paired, unique reads with a map quality score above 12 were retained after filtering using SAMtools. Bam files of the same biological replicate from multiple sequencing runs were merged and again filtered for PCR or optical sequencing duplicates.

In addition, we mapped the B6C3F1 samples to the imputed C3H/HeJ genome and compared the results of the alignments with the two different reference genomes using bamUtil diff with options --mapQual--mate. Under these conditions, no differences were detected in common read pairs, and less than 50–100 read pairs resulted to be unique for one or the other alignment. Hence, we decided to use the alignment to the mm10 reference for all downstream analysis.

### Re-mapping of the encyclopedia of DNA elements (ENCODE) liver data

The mouse DNase-seq and ChIP-seq data were integrated from mouse ENCODE (GSE37074 and GSE31039, respectively). FASTQ files were retrieved from NCBI SRA (https://www.ncbi.nlm.nih.gov/sra) and processed with the same pipeline above.

### DHS calling and differential analysis on DNase-seq data

DHSs were identified and *bedGraphs* were created applying a q-value cutoff (−*q*) of 0.01 using MACS2 v2.1.1.20160309 (Zhang et al, 2008). Differential peak analysis was performed in R 3.2.3 using the Bioconductor package *DiffBind* v1.16.3 (Ross-Innes et al, 2012). Consensus peaks for each condition were created using *dba.counts* requiring that at least three samples show a significant peak in the same genomic window (minOverlap = 3). The *DBA_EDGER* method was used to call differential peaks including treatment and strain in the contrast. Regions showing an absolute log2 fold-change |log2 FC| ≥ 0.58 between selected contrasts and a FDR ≤ 0.01 (Benjamini–Hochberg) are called differential.

### DHS coverage profile

Coverage profiles were generated from the bam files by counting reads in 50-bp bins within the 5-kb region centered at the midpoint of each consensus DHS. The bamProfile function in the bamsignals (v1.12.1) R package was used setting the PE flag to “ignore.” The profiles were scaled to the average across samples of the total number of reads falling into the consensus DHSs.

### Overlapping DHSs with gene annotation

To assign DHSs to promoters, intra-, or intergenic elements, the function assignChromosomeRegion in the ChIPpeakAnno v3.16.1 R package (Zhu et al, 2010; Zhu, 2013) was used on the UCSC known gene annotation (https://genome.ucsc.edu/). DHSs assigned to the categories *fiveUTRs*, *threeUTRs*, *Exons*, or *Introns *were called intragenic, whereas DHSs assigned to the categories *Intergenic. Region* and *Immediate Downstream* were called Intergenic (categories as per R package).

### Browser track visualization of DNase-seq data

For visualization of individual loci, edgeR-normalized DNase-seq tracks were produced converting BAM files into BedGraphs using BEDtools 2.24.0 genomecov with *–bg* and –scale parameters (Quinlan, 2014). Sizes of the libraries were obtained from the dba.analyse object (bFullLibrarySize = TRUE). Scaling factors were calculated by dividing the minimum library count by the size of each individual library. Bigwig files were compiled from normalized BedGraphs using bedGraphToBigWig v4. Coverage of individual loci were plotted in R3.5.0 using the wiggleplotr 1.6.1 R package.

### Assigning DHSs to closest TSS

DHSs were mapped to the closest TSS using the chipenrich v2.6.1 R package (Welch et al, 2014) and the predefined locus definition nearest_tss for the mm10 genome.

### STRING-db sub-network enrichment analysis

The STRINGdb v1.22.0 R package (Franceschini et al, 2013) was used to identify enriched protein–protein interaction sub-networks among predefined gene sets. The complete network (version 10) for the *Mus Musculus* (10,090) organism was selected and only gene symbol that mapped to STRINGdb IDs were retained. Sub-networks were identified using the Walktrap community-finding algorithm implemented in igraph v.1.2.4.

### Total RNA extraction and sequencing

25–50 mg of frozen liver material was used for total RNA extraction using 1 ml TRIzol reagent (cat. no. 15596026; Thermo Fisher Scientific). Samples were homogenized using a MagNA Lyser homogenizer (Roche) using two runs of 30 s at 6,500 rpm. Aliquots of ∼600 μl of homogenized material were transferred into pre-spun 2-ml Phase Lock Gel-Heavy tubes (5Prime) and incubated for 5 min at room temperature. 100 μl chloroform–isoamyl alcohol was added to each aliquot. The tubes were shaken vigorously for 15 s and incubated for 2 min. The tubes were centrifuged at 12,000*g* for 10 min at 4°C allowing phase separation. Sample-matching upper aqueous phases were pooled into new pre-spun 2-ml Phase Lock Gel-Heavy tubes and additional 200 μl chloroform–isoamyl alcohol was used to perform a second phase separation. Aqueous phases were then measured and transferred into fresh tubes where RNA precipitation with 0.5 ml isopropyl alcohol was performed. After 10-min incubation, the samples were centrifuged at 12,000*g* for 10 min at 4°C. The precipitated RNA was washed once by using 1 ml 75% ethanol before resuspension in EB buffer (QIAGEN). The samples were NanoDrop-quantified and the RNA integrity number measured using an Agilent RNA 6000 Nano Kit (cat. no. 5067-1511; Agilent Technologies) on a BioAnalyzer instrument. Samples with RNA integrity number above 8 were used for sequencing. Illumina libraries were prepared with the TruSeq Stranded Total RNA Sample Preparation kit with Ribo-Zero Gold from 100 or 150 ng of input RNA using 13 or 12 rounds of PCR for amplification, respectively. We generated PE 76-bp reads on a HiSeq 2500 using v4 reagents (Illumina).

### RNA-seq data processing

Libraries were demultiplexed and then passed to the STAR v2.4.0f1 aligner (Dobin et al, 2013) to map reads to the UCSC reference genome mm10. The resulting bam files were sorted using SAMtools. Bam files of the same biological replicate from different sequencing runs were merged and filtered using SAMtools with options -q 255 and -F 512. To quantify gene expression, reads overlapping genes in the UCSC RefSeq gene annotation were counted using the summarizeOverlap function (with parameters mode = “Union,” singleEnd = FALSE, ignore.strand = FALSE, and fragments = TRUE) of the GenomicAlignments (v1.6.3) R package.

### Differential gene expression analysis on RNA-seq data

EdgeR (v.3.12.1) (Robinson et al, 2010; McCarthy et al, 2012) was used to perform differential expression analysis on the count matrix. Only genes that show CPM ≥ 0.4 in at least three samples per treatment-strain group in at least one group were retrained for analysis. Normalization factors to scale for library size were calculated using the trimmed mean of M values (TMM) method. The design is based on assigning each sample to a treatment-strain group. The glmQLFit and glmQLFTest methods were used to fit a quasi-likelihood negative binomial generalized log-linear model and to perform gene-wise tests for differential expression. Differentially expressed genes were identified as genes showing at least |log2 FC| ≥ 0.58 between selected contrasts and a FDR ≤ 0.01.

### TFBS enrichment

We searched the different groups of DHSs for enrichment of TF binding sites using the HOMER software (Heinz et al, 2010). We performed both, de novo motif analysis and enrichment analysis of known TF motifs and overlapped the results to strengthen the robustness of the identified motifs.

For the enrichment analysis, we obtained known TF binding motifs from the JASPAR database (Khan et al, 2018). Because motifs of different TFs can be very similar, we used the root motifs from the TF motif clustering provided in the JASPAR database as input for HOMER. The score cutoffs to call binding sites were optimized for each root motif by running HOMER’s findMotifs on all DHSs and taking the score that defined the 88% quantile based on the resulting score distribution. Finally, we ran HOMER’s findMotif on the individual DHS groups providing the fasta files of all DHS regions for background parameter calculation and obtained enrichment and de novo analysis results. The Regulatory Sequence Analysis Tools (RSAT) (Nguyen et al, 2018) compare-matrices tool with default values was used to correlate de novo analysis-derived TF motifs with the known root motifs. We overlapped the results by assigning each known root motif the de novo motif with highest correlation.

### Protein extraction, concentration measurement, and immunoblotting

Liver tissue was dissociated in ice-cold Radioimmunoprecipitation assay (RIPA) buffer (89900; Pierce) complemented with proteases and phosphatases inhibitors (P8340, P2850, and P5726-1/100 each; Sigma-Aldrich) using the Covaris ultrasound homogenizer. Liver lysates were centrifuged (15 min, 16,000*g*, 4°C) and supernatants collected and stored at −80°C. SDS–PAGE samples were prepared in NuPAGE 4× buffer (NP0007; Invitrogen) and 10× reducing agent (NP0004; Invitrogen) or in 6× loading buffer (60 mM Tris, pH 6.8, 2% SDS, 9.8% glycerol, bromophenol blue, 0.6 mM DTT). Samples were heated (10 min, 70°C), centrifuged (3 min, 14,000*g*), and resolved on Invitrogen NuPAGE Bis-Tris gels (4–12% or 8% gel, MES running buffer, 160 V, 1 h). The gels were transferred to nitrocellulose membranes (20 V, 7 min) using the I-Blot system (#IB1001EU; Invitrogen). Membranes were blocked for 1 h in Odyssey Blocking Buffer (LI-COR 927-40000)/PBS (1:1) and subsequently incubated overnight at 4°C with primary antibodies (anti-Src, CST2123, rabbit polyclonal IgG, 1:1,000; anti–E-Cadh, CST3195, rabbit polyclonal IgG, 1:1,000; anti-actin, A5060; Sigma-Aldrich, rabbit polyclonal IgG, 1:15,000) diluted in Odyssey Blocking Buffer/PBS-Tween 0.1% (1:1). After washing three times with PBS-Tween 0.1%, the membranes were incubated for 1 h with secondary antibodies labelled with IRdyes diluted in Odyssey Blocking Buffer/PBS-Tween 0.1% (1:1). The membranes were washed (three times with PBS-Tween 0.1% and three times with PBS) and dried before scanning using the Odyssey Infrared Imaging System (LI-COR). Integrated intensities of the protein bands of each target were quantified in their respective fluorescent channels using Odyssey software (background subtraction top/bottom of quantified band). The integrated intensity for Src and E-Cadh were normalized to the integrated intensity for actin and displayed as % of control.

**Table:** List of software and databases.

Software/Database/R package	Reference/Web link
bcl2fastq	https://support.illumina.com/sequencing/sequencing_software/bcl2fastq-conversion-software.html
Picard	http://broadinstitute.github.io/picard/
bamUtil	https://genome.sph.umich.edu/wiki/BamUtil
bamsignals	http://bioconductor.org/packages/release/bioc/html/bamsignals.html
bedGraphToBigWig	http://hgdownload.soe.ucsc.edu/admin/exe/linux.x86_64/
wiggleplotr	http://bioconductor.org/packages/release/bioc/html/wiggleplotr.html
igraph	https://igraph.org
GenomicAlignments	http://bioconductor.org/packages/release/bioc/html/GenomicAlignments.html
STRING database	http://string-db.org/
JASPAR motif database	http://jaspar.genereg.net/
GeneCard database	https://www.genecards.org/
Cutadapt	https://doi.org/10.14806/ej.17.1.200

## Data Deposition

All data generated in this manuscript are included in the NCBI GEO under the accession number GSE131344.

## Supplementary Material

Reviewer comments

## References

[bib1] AllisCD, JenuweinT (2016) The molecular hallmarks of epigenetic control. Nat Rev Genet 17: 487–500. 10.1038/nrg.2016.5927346641

[bib2] AydinlikH, NguyenTD, MoennikesO, BuchmannA, SchwarzM (2001) Selective pressure during tumor promotion by phenobarbital leads to clonal outgrowth of beta-catenin-mutated mouse liver tumors. Oncogene 20: 7812–7816. 10.1038/sj.onc.120498211753661

[bib3] BachmanAN, PhillipsJM, GoodmanJI (2006) Phenobarbital induces progressive patterns of GC-rich and gene-specific altered DNA methylation in the liver of tumor-prone B6C3F1 mice. Toxicol Sci 91: 393–405. 10.1093/toxsci/kfj15516537655

[bib4] BeckerFF (1982) Morphological classification of mouse liver tumors based on biological characteristics. Cancer Res 42: 3918–3923. 7104991

[bib5] BuenemannCL, WillyC, BuchmannA, SchmiechenA, SchwarzM (2001) Transforming growth factor-beta1-induced Smad signaling, cell-cycle arrest and apoptosis in hepatoma cells. Carcinogenesis 22: 447–452. 10.1093/carcin/22.3.44711238185

[bib6] CalvisiDF, LaduS, FactorVM, ThorgeirssonSS (2004) Activation of beta-catenin provides proliferative and invasive advantages in c-myc/TGF-alpha hepatocarcinogenesis promoted by phenobarbital. Carcinogenesis 25: 901–908. 10.1093/carcin/bgh08314742323

[bib7] CalvisiDF, LaduS, GordenA, FarinaM, ConnerEA, LeeJS, FactorVM, ThorgeirssonSS (2006) Ubiquitous activation of Ras and Jak/Stat pathways in human HCC. Gastroenterology 130: 1117–1128. 10.1053/j.gastro.2006.01.00616618406

[bib8] ConsortiumEP (2012) An integrated encyclopedia of DNA elements in the human genome. Nature 489: 57–74. 10.1038/nature1124722955616PMC3439153

[bib9] CorradinO, SaiakhovaA, Akhtar-ZaidiB, MyeroffL, WillisJ, Cowper-Sal lariR, LupienM, MarkowitzS, ScacheriPC (2014) Combinatorial effects of multiple enhancer variants in linkage disequilibrium dictate levels of gene expression to confer susceptibility to common traits. Genome Res 24: 1–13. 10.1101/gr.164079.11324196873PMC3875850

[bib10] DanecekP, AutonA, AbecasisG, AlbersCA, BanksE, DePristoMA, HandsakerRE, LunterG, MarthGT, SherryST, (2011) The variant call format and VCFtools. Bioinformatics 27: 2156–2158. 10.1093/bioinformatics/btr33021653522PMC3137218

[bib11] DavieK, JacobsJ, AtkinsM, PotierD, ChristiaensV, HalderG, AertsS (2015) Discovery of transcription factors and regulatory regions driving in vivo tumor development by ATAC-seq and FAIRE-seq open chromatin profiling. PLoS Genet 11: e1004994 10.1371/journal.pgen.100499425679813PMC4334524

[bib12] DingZY, JinGN, LiangHF, WangW, ChenWX, DattaPK, ZhangMZ, ZhangB, ChenXP (2013) Transforming growth factor beta induces expression of connective tissue growth factor in hepatic progenitor cells through Smad independent signaling. Cell Signal 25: 1981–1992. 10.1016/j.cellsig.2013.05.02723727026

[bib13] DiwanBA, RiceJM, WardJM (1986) Tumor-promoting activity of benzodiazepine tranquilizers, diazepam and oxazepam, in mouse liver. Carcinogenesis 7: 789–794. 10.1093/carcin/7.5.7893698206

[bib14] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, BatutP, ChaissonM, GingerasTR (2013) STAR: Ultrafast universal RNA-seq aligner. Bioinformatics 29: 15–21. 10.1093/bioinformatics/bts63523104886PMC3530905

[bib15] DongT, ZhangY, ChenY, LiuP, AnT, ZhangJ, YangH, ZhuW, YangX (2017) FOXO1 inhibits the invasion and metastasis of hepatocellular carcinoma by reversing ZEB2-induced epithelial-mesenchymal transition. Oncotarget 8: 1703–1713. 10.18632/oncotarget.1378627924058PMC5352090

[bib16] DoranAG, WongK, FlintJ, AdamsDJ, HunterKW, KeaneTM (2016) Deep genome sequencing and variation analysis of 13 inbred mouse strains defines candidate phenotypic alleles, private variation and homozygous truncating mutations. Genome Biol 17: 167 10.1186/s13059-016-1024-y27480531PMC4968449

[bib17] DraganiTA (2010) Risk of HCC: Genetic heterogeneity and complex genetics. J Hepatol 52: 252–257. 10.1016/j.jhep.2009.11.01520022654

[bib18] DraganiTA, ManentiG, Della PortaG (1991) Quantitative analysis of genetic susceptibility to liver and lung carcinogenesis in mice. Cancer Res 51: 6299–6303. 1933890

[bib19] DrinkwaterNR, GinslerJJ (1986) Genetic control of hepatocarcinogenesis in C57BL/6J and C3H/HeJ inbred mice. Carcinogenesis 7: 1701–1707. 10.1093/carcin/7.10.17013757172

[bib20] FarberE (1984) The multistep nature of cancer development. Cancer Res 44: 4217–4223. 6467183

[bib21] FeilR, FragaMF (2012) Epigenetics and the environment: Emerging patterns and implications. Nat Rev Genet 13: 97–109. 10.1038/nrg314222215131

[bib22] FeinbergAP, KoldobskiyMA, GondorA (2016) Epigenetic modulators, modifiers and mediators in cancer aetiology and progression. Nat Rev Genet 17: 284–299. 10.1038/nrg.2016.1326972587PMC4888057

[bib23] FranceschiniA, SzklarczykD, FrankildS, KuhnM, SimonovicM, RothA, LinJ, MinguezP, BorkP, von MeringC, (2013) STRING v9.1: Protein-protein interaction networks, with increased coverage and integration. Nucleic Acids Res 41: D808–D815. 10.1093/nar/gks109423203871PMC3531103

[bib24] GariboldiM, ManentiG, CanzianF, FalvellaFS, PierottiMA, Della PortaG, BinelliG, DraganiTA (1993) Chromosome mapping of murine susceptibility loci to liver carcinogenesis. Cancer Res 53: 209–211. 8417808

[bib25] GhouriYA, MianI, RoweJH (2017) Review of hepatocellular carcinoma: Epidemiology, etiology, and carcinogenesis. J Carcinog 16: 1 10.4103/jcar.JCar_9_1628694740PMC5490340

[bib26] GoldsworthyTL, Fransson-SteenR (2002) Quantitation of the cancer process in C57BL/6J, B6C3F1 and C3H/HeJ mice. Toxicol Pathol 30: 97–105. 10.1080/0192623025282477011890483

[bib27] GolsonML, KaestnerKH (2016) Fox transcription factors: From development to disease. Development 143: 4558–4570. 10.1242/dev.11267227965437PMC5201025

[bib28] GrohmannM, WiedeF, DoddGT, GurzovEN, OoiGJ, ButtT, RasmienaAA, KaurS, GulatiT, GohPK, (2018) Obesity drives STAT-1-dependent NASH and STAT-3-dependent HCC. Cell 175: 1289–1306.e20. 10.1016/j.cell.2018.09.05330454647PMC6242467

[bib29] GrollN, PetrikatT, VetterS, WenzC, DengjelJ, GretzmeierC, WeissF, PoetzO, JoosTO, SchwarzM, (2016) Inhibition of beta-catenin signaling by phenobarbital in hepatoma cells in vitro. Toxicology 370: 94–105. 10.1016/j.tox.2016.09.01827693619

[bib30] HeindryckxF, ColleI, Van VlierbergheH (2009) Experimental mouse models for hepatocellular carcinoma research. Int J Exp Pathol 90: 367–386. 10.1111/j.1365-2613.2009.00656.x19659896PMC2741148

[bib31] HeinzS, BennerC, SpannN, BertolinoE, LinYC, LasloP, ChengJX, MurreC, SinghH, GlassCK (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell 38: 576–589. 10.1016/j.molcel.2010.05.00420513432PMC2898526

[bib32] HniszD, AbrahamBJ, LeeTI, LauA, Saint-AndreV, SigovaAA, HokeHA, YoungRA (2013) Super-enhancers in the control of cell identity and disease. Cell 155: 934–947. 10.1016/j.cell.2013.09.05324119843PMC3841062

[bib33] HonkakoskiP, NegishiM (1997) Characterization of a phenobarbital-responsive enhancer module in mouse P450 Cyp2b10 gene. J Biol Chem 272: 14943–14949. 10.1074/jbc.272.23.149439169466

[bib34] HosseiniM, GoodstadtL, HughesJR, KowalczykMS, de GobbiM, OttoGW, CopleyRR, MottR, HiggsDR, FlintJ (2013) Causes and consequences of chromatin variation between inbred mice. PLoS Genet 9: e1003570 10.1371/journal.pgen.100357023785304PMC3681629

[bib35] HosuiA, KimuraA, YamajiD, ZhuBM, NaR, HennighausenL (2009) Loss of STAT5 causes liver fibrosis and cancer development through increased TGF-{beta} and STAT3 activation. J Exp Med 206: 819–831. 10.1084/jem.2008000319332876PMC2715112

[bib36] IsraelJW, ChappellGA, SimonJM, PottS, SafiA, LewisL, CotneyP, BoulosHS, BodnarW, LiebJD, (2018) Tissue- and strain-specific effects of a genotoxic carcinogen 1,3-butadiene on chromatin and transcription. Mamm Genome 29: 153–167. 10.1007/s00335-018-9739-629429127PMC6095468

[bib37] JensenLJ, KuhnM, StarkM, ChaffronS, CreeveyC, MullerJ, DoerksT, JulienP, RothA, SimonovicM, (2009) STRING 8--a global view on proteins and their functional interactions in 630 organisms. Nucleic Acids Res 37: D412–D416. 10.1093/nar/gkn76018940858PMC2686466

[bib38] JiaY, FrenchB, TillmanB, FrenchS (2018) Different roles of FAT10, FOXO1, and ADRA2A in hepatocellular carcinoma tumorigenesis in patients with alcoholic steatohepatitis (ASH) vs non-alcoholic steatohepatitis (NASH). Exp Mol Pathol 105: 144–149. 10.1016/j.yexmp.2018.07.00530009772PMC6093215

[bib39] JinF, LiY, DixonJR, SelvarajS, YeZ, LeeAY, YenCA, SchmittAD, EspinozaCA, RenB (2013) A high-resolution map of the three-dimensional chromatin interactome in human cells. Nature 503: 290–294. 10.1038/nature1264424141950PMC3838900

[bib40] JirtleRL, SkinnerMK (2007) Environmental epigenomics and disease susceptibility. Nat Rev Genet 8: 253–262. 10.1038/nrg204517363974PMC5940010

[bib41] JohansonTM, LunATL, CoughlanHD, TanT, SmythGK, NuttSL, AllanRS (2018) Transcription-factor-mediated supervision of global genome architecture maintains B cell identity. Nat Immunol 19: 1257–1264. 10.1038/s41590-018-0234-830323344

[bib42] KalteneckerD, ThemannsM, MuellerKM, SpirkK, SuskeT, MerkelO, KennerL, LuisA, KozlovA, HaybaeckJ, (2018) Hepatic growth hormone - JAK2 - STAT5 signalling: Metabolic function, non-alcoholic fatty liver disease and hepatocellular carcinoma progression. Cytokine S1043–4666(18)30398–3. 10.1016/j.cyto.2018.10.01030389231

[bib43] KazantsevaYA, YarushkinAA, PustylnyakVO (2014) CAR-mediated repression of Foxo1 transcriptional activity regulates the cell cycle inhibitor p21 in mouse livers. Toxicology 321: 73–79. 10.1016/j.tox.2014.04.00324769335

[bib44] KeaneTM, GoodstadtL, DanecekP, WhiteMA, WongK, YalcinB, HegerA, AgamA, SlaterG, GoodsonM, (2011) Mouse genomic variation and its effect on phenotypes and gene regulation. Nature 477: 289–294. 10.1038/nature1041321921910PMC3276836

[bib45] KhanA, FornesO, StiglianiA, GheorgheM, Castro-MondragonJA, van der LeeR, BessyA, ChenebyJ, KulkarniSR, TanG, (2018) JASPAR 2018: Update of the open-access database of transcription factor binding profiles and its web framework. Nucleic Acids Res 46: D260–D266. 10.1093/nar/gkx118829140473PMC5753243

[bib46] KonnoY, KaminoH, MooreR, LihF, TomerKB, ZeldinDC, GoldsteinJA, NegishiM (2010) The nuclear receptors constitutive active/androstane receptor and pregnane x receptor activate the Cyp2c55 gene in mouse liver. Drug Metab Dispos 38: 1177–1182. 10.1124/dmd.110.03233420371638PMC2908984

[bib47] LangmeadB, SalzbergSL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357–359. 10.1038/nmeth.192322388286PMC3322381

[bib48] LempiainenH, CouttetP, BolognaniF, MullerA, DubostV, LuisierR, Del Rio EspinolaA, VitryV, UnterbergerEB, ThomsonJP, (2013) Identification of Dlk1-Dio3 imprinted gene cluster noncoding RNAs as novel candidate biomarkers for liver tumor promotion. Toxicol Sci 131: 375–386. 10.1093/toxsci/kfs30323091169

[bib49] LempiainenH, MullerA, BrasaS, TeoSS, RoloffTC, MorawiecL, ZamurovicN, VicartA, FunhoffE, CouttetP, (2011) Phenobarbital mediates an epigenetic switch at the constitutive androstane receptor (CAR) target gene Cyp2b10 in the liver of B6C3F1 mice. PLoS One 6: e18216 10.1371/journal.pone.001821621455306PMC3063791

[bib50] LewisL, CrawfordGE, FureyTS, RusynI (2017) Genetic and epigenetic determinants of inter-individual variability in responses to toxicants. Curr Opin Toxicol 6: 50–59. 10.1016/j.cotox.2017.08.00629276797PMC5739339

[bib51] LiH, HandsakerB, WysokerA, FennellT, RuanJ, HomerN, MarthG, AbecasisG, DurbinR, Genome Project Data Processing Subgroup, (2009) The sequence alignment/map format and SAMtools. Bioinformatics 25: 2078–2079. 10.1093/bioinformatics/btp35219505943PMC2723002

[bib52] LiZ, TutejaG, SchugJ, KaestnerKH (2012) Foxa1 and Foxa2 are essential for sexual dimorphism in liver cancer. Cell 148: 72–83. 10.1016/j.cell.2011.11.02622265403PMC3266536

[bib53] LingG, WaxmanDJ (2013a) DNase I digestion of isolated nulcei for genome-wide mapping of DNase hypersensitivity sites in chromatin. Methods Mol Biol 977: 21–33. 10.1007/978-1-62703-284-1_323436351PMC3889470

[bib54] LingG, WaxmanDJ (2013b) Isolation of nuclei for use in genome-wide DNase hypersensitivity assays to probe chromatin structure. Methods Mol Biol 977: 13–19. 10.1007/978-1-62703-284-1_223436350PMC3815455

[bib55] LiuH, FergussonMM, WuJJ, RoviraII, LiuJ, GavrilovaO, LuT, BaoJ, HanD, SackMN, (2011) Wnt signaling regulates hepatic metabolism. Sci Signal 4: ra6 10.1126/scisignal.200209921285411PMC3147298

[bib56] LiuL, LuoGZ, YangW, ZhaoX, ZhengQ, LvZ, LiW, WuHJ, WangL, WangXJ, (2010) Activation of the imprinted Dlk1-Dio3 region correlates with pluripotency levels of mouse stem cells. J Biol Chem 285: 19483–19490. 10.1074/jbc.m110.13199520382743PMC2885227

[bib57] LuisierR, LempiainenH, ScherbichlerN, BraeuningA, GeisslerM, DubostV, MullerA, ScheerN, ChiboutSD, HaraH, (2014a) Phenobarbital induces cell cycle transcriptional responses in mouse liver humanized for constitutive androstane and pregnane x receptors. Toxicol Sci 139: 501–511. 10.1093/toxsci/kfu03824690595

[bib58] LuisierR, UnterbergerEB, GoodmanJI, SchwarzM, MoggsJ, TerranovaR, van NimwegenE (2014b) Computational modeling identifies key gene regulatory interactions underlying phenobarbital-mediated tumor promotion. Nucleic Acids Res 42: 4180–4195. 10.1093/nar/gkt141524464994PMC3985636

[bib59] LukJM, BurchardJ, ZhangC, LiuAM, WongKF, ShekFH, LeeNP, FanST, PoonRT, IvanovskaI, (2011) DLK1-DIO3 genomic imprinted microRNA cluster at 14q32.2 defines a stemlike subtype of hepatocellular carcinoma associated with poor survival. J Biol Chem 286: 30706–30713. 10.1074/jbc.m111.22983121737452PMC3162431

[bib60] LuoQ, WangCQ, YangLY, GaoXM, SunHT, ZhangY, ZhangKL, ZhuY, ZhengY, ShengYY, (2018) FOXQ1/NDRG1 axis exacerbates hepatocellular carcinoma initiation via enhancing crosstalk between fibroblasts and tumor cells. Cancer Lett 417: 21–34. 10.1016/j.canlet.2017.12.02129248714

[bib61] MadapuraHS, NagyN, UjvariD, KallasT, KrohnkeMCL, AmuS, BjorkholmM, StenkeL, MandalPK, McMurrayJS, (2017) Interferon gamma is a STAT1-dependent direct inducer of BCL6 expression in imatinib-treated chronic myeloid leukemia cells. Oncogene 36: 4619–4628. 10.1038/onc.2017.8528368400

[bib62] MauranoMT, HumbertR, RynesE, ThurmanRE, HaugenE, WangH, ReynoldsAP, SandstromR, QuH, BrodyJ, (2012) Systematic localization of common disease-associated variation in regulatory DNA. Science 337: 1190–1195. 10.1126/science.122279422955828PMC3771521

[bib63] McCarthyDJ, ChenY, SmythGK (2012) Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res 40: 4288–4297. 10.1093/nar/gks04222287627PMC3378882

[bib64] McConnellBB, YangVW (2010) Mammalian Kruppel-like factors in health and diseases. Physiol Rev 90: 1337–1381. 10.1152/physrev.00058.200920959618PMC2975554

[bib65] McKennaA, HannaM, BanksE, SivachenkoA, CibulskisK, KernytskyA, GarimellaK, AltshulerD, GabrielS, DalyM, (2010) The genome analysis toolkit: A MapReduce framework for analyzing next-generation DNA sequencing data. Genome Res 20: 1297–1303. 10.1101/gr.107524.11020644199PMC2928508

[bib66] MifsudB, Tavares-CadeteF, YoungAN, SugarR, SchoenfelderS, FerreiraL, WingettSW, AndrewsS, GreyW, EwelsPA, (2015) Mapping long-range promoter contacts in human cells with high-resolution capture Hi-C. Nat Genet 47: 598–606. 10.1038/ng.328625938943

[bib67] NguyenNTT, Contreras-MoreiraB, Castro-MondragonJA, Santana-GarciaW, OssioR, Robles-EspinozaCD, BahinM, CollombetS, VincensP, ThieffryD, (2018) RSAT 2018: Regulatory sequence analysis tools 20th anniversary. Nucleic Acids Res 46: W209–W214. 10.1093/nar/gkx100329722874PMC6030903

[bib68] NowakK, SteinG, PowellE, HeLM, NaikS, MorrisJ, MarlowS, DavisTL (2011) Establishment of paternal allele-specific DNA methylation at the imprinted mouse Gtl2 locus. Epigenetics 6: 1012–1020. 10.4161/epi.6.8.1607521725202PMC3359488

[bib69] OshidaK, WaxmanDJ, CortonJC (2016) Chemical and hormonal effects on STAT5b-dependent sexual dimorphism of the liver Transcriptome. PLoS One 11: e0150284 10.1371/journal.pone.015028426959237PMC4784907

[bib70] PennacchioLA, BickmoreW, DeanA, NobregaMA, BejeranoG (2013) Enhancers: Five essential questions. Nat Rev Genet 14: 288–295. 10.1038/nrg345823503198PMC4445073

[bib71] PerainoC, FryRJ, StaffeldtE (1973) Brief communication: Enhancement of spontaneous hepatic tumorigenesis in C3H mice by dietary phenobarbital. J Natl Cancer Inst 51: 1349–1350. 10.1093/jnci/51.4.13494745865

[bib72] PhillipsJM, BurgoonLD, GoodmanJI (2009a) The constitutive active/androstane receptor facilitates unique phenobarbital-induced expression changes of genes involved in key pathways in precancerous liver and liver tumors. Toxicol Sci 110: 319–333. 10.1093/toxsci/kfp10819482888PMC2708600

[bib73] PhillipsJM, BurgoonLD, GoodmanJI (2009b) Phenobarbital elicits unique, early changes in the expression of hepatic genes that affect critical pathways in tumor-prone B6C3F1 mice. Toxicol Sci 109: 193–205. 10.1093/toxsci/kfp05019270015PMC2683922

[bib74] PogribnyIP, RusynI (2014) Role of epigenetic aberrations in the development and progression of human hepatocellular carcinoma. Cancer Lett 342: 223–230. 10.1016/j.canlet.2012.01.03822306342PMC3971756

[bib75] PoucheL, VitobelloA, RomerM, GlogovacM, MacLeodAK, Ellinger-ZiegelbauerH, WestphalM, DubostV, StiehlDP, DumotierB, (2017) Xenobiotic CAR activators induce Dlk1-Dio3 locus non-coding RNA expression in mouse liver. Toxicol Sci 158: 367–378. 10.1093/toxsci/kfx10428541575

[bib76] QuinlanAR (2014) BEDTools: The Swiss-Army tool for genome feature analysis. Curr Protoc Bioinformatics 47: 1–34. 10.1002/0471250953.bi1112s4725199790PMC4213956

[bib77] RamO, GorenA, AmitI, ShoreshN, YosefN, ErnstJ, KellisM, GymrekM, IssnerR, CoyneM, (2011) Combinatorial patterning of chromatin regulators uncovered by genome-wide location analysis in human cells. Cell 147: 1628–1639. 10.1016/j.cell.2011.09.05722196736PMC3312319

[bib78] RignallB, BraeuningA, BuchmannA, SchwarzM (2011) Tumor formation in liver of conditional beta-catenin-deficient mice exposed to a diethylnitrosamine/phenobarbital tumor promotion regimen. Carcinogenesis 32: 52–57. 10.1093/carcin/bgq22621047994

[bib79] RobinsonJT, ThorvaldsdottirH, WincklerW, GuttmanM, LanderES, GetzG, MesirovJP (2011) Integrative genomics viewer. Nat Biotechnol 29: 24–26. 10.1038/nbt.175421221095PMC3346182

[bib80] RobinsonMD, McCarthyDJ, SmythGK (2010) edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26: 139–140. 10.1093/bioinformatics/btp61619910308PMC2796818

[bib81] Ross-InnesCS, StarkR, TeschendorffAE, HolmesKA, AliHR, DunningMJ, BrownGD, GojisO, EllisIO, GreenAR, (2012) Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature 481: 389–393. 10.1038/nature1073022217937PMC3272464

[bib82] SantosNP, ColacoAA, OliveiraPA (2017) Animal models as a tool in hepatocellular carcinoma research: A review. Tumour Biol 39: 1010428317695923 10.1177/101042831769592328347231

[bib83] ShenY, YueF, McClearyDF, YeZ, EdsallL, KuanS, WagnerU, DixonJ, LeeL, LobanenkovVV, (2012) A map of the cis-regulatory sequences in the mouse genome. Nature 488: 116–120. 10.1038/nature1124322763441PMC4041622

[bib84] ShlyuevaD, StampfelG, StarkA (2014) Transcriptional enhancers: From properties to genome-wide predictions. Nat Rev Genet 15: 272–286. 10.1038/nrg368224614317

[bib85] SoldnerF, StelzerY, ShivalilaCS, AbrahamBJ, LatourelleJC, BarrasaMI, GoldmannJ, MyersRH, YoungRA, JaenischR (2016) Parkinson-associated risk variant in distal enhancer of alpha-synuclein modulates target gene expression. Nature 533: 95–99. 10.1038/nature1793927096366PMC5042324

[bib86] StadtfeldM, ApostolouE, AkutsuH, FukudaA, FollettP, NatesanS, KonoT, ShiodaT, HochedlingerK (2010) Aberrant silencing of imprinted genes on chromosome 12qF1 in mouse induced pluripotent stem cells. Nature 465: 175–181. 10.1038/nature0901720418860PMC3987905

[bib87] SurI, TaipaleJ (2016) The role of enhancers in cancer. Nat Rev Cancer 16: 483–493. 10.1038/nrc.2016.6227364481

[bib88] SzyfM (2007) The dynamic epigenome and its implications in toxicology. Toxicol Sci 100: 7–23. 10.1093/toxsci/kfm17717675334

[bib89] TakahashiK, TanabeK, OhnukiM, NaritaM, IchisakaT, TomodaK, YamanakaS (2007) Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell 131: 861–872. 10.1016/j.cell.2007.11.01918035408

[bib90] ThomsonJP, HunterJM, LempiainenH, MullerA, TerranovaR, MoggsJG, MeehanRR (2013) Dynamic changes in 5-hydroxymethylation signatures underpin early and late events in drug exposed liver. Nucleic Acids Res 41: 5639–5654. 10.1093/nar/gkt23223598998PMC3675467

[bib91] ThomsonJP, LempiainenH, HackettJA, NestorCE, MullerA, BolognaniF, OakeleyEJ, SchubelerD, TerranovaR, ReinhardtD, (2012) Non-genotoxic carcinogen exposure induces defined changes in the 5-hydroxymethylome. Genome Biol 13: R93 10.1186/gb-2012-13-10-r9323034186PMC3491421

[bib92] ThomsonJP, MoggsJG, WolfCR, MeehanRR (2014) Epigenetic profiles as defined signatures of xenobiotic exposure. Mutat Res Genet Toxicol Environ Mutagen 764-765: 3–9. 10.1016/j.mrgentox.2013.08.00724001620

[bib93] ThomsonJP, OttavianoR, UnterbergerEB, LempiainenH, MullerA, TerranovaR, IllingworthRS, WebbS, KerrAR, LyallMJ, (2016) Loss of Tet1-associated 5-hydroxymethylcytosine is concomitant with aberrant promoter hypermethylation in liver cancer. Cancer Res 76: 3097–3108. 10.1158/0008-5472.can-15-191027197233PMC5021200

[bib94] ThorvaldsdottirH, RobinsonJT, MesirovJP (2013) Integrative genomics viewer (IGV): High-performance genomics data visualization and exploration. Brief Bioinform 14: 178–192. 10.1093/bib/bbs01722517427PMC3603213

[bib95] ThurmanRE, RynesE, HumbertR, VierstraJ, MauranoMT, HaugenE, SheffieldNC, StergachisAB, WangH, VernotB, (2012) The accessible chromatin landscape of the human genome. Nature 489: 75–82. 10.1038/nature1123222955617PMC3721348

[bib96] Vicente-DuenasC, HauerJ, CobaledaC, BorkhardtA, Sanchez-GarciaI (2018) Epigenetic priming in cancer initiation. Trends Cancer 4: 408–417. 10.1016/j.trecan.2018.04.00729860985

[bib97] VierstraJ, WangH, JohnS, SandstromR, StamatoyannopoulosJA (2014) Coupling transcription factor occupancy to nucleosome architecture with DNase-FLASH. Nat Methods 11: 66–72. 10.1038/nmeth.271324185839

[bib98] WangB, ZhaoL, FishM, LoganCY, NusseR (2015a) Self-renewing diploid Axin2(+) cells fuel homeostatic renewal of the liver. Nature 524: 180–185. 10.1038/nature1486326245375PMC4589224

[bib99] WangH, LafdilF, WangL, ParkO, YinS, NiuJ, MillerAM, SunZ, GaoB (2011) Hepatoprotective versus oncogenic functions of STAT3 in liver tumorigenesis. Am J Pathol 179: 714–724. 10.1016/j.ajpath.2011.05.00521684247PMC3157203

[bib100] WangJ, DongL, XuL, ChuES, ChenY, ShenJ, LiX, WongCC, SungJJ, YuJ (2014) B cell CLL/lymphoma 6 member B inhibits hepatocellular carcinoma metastases in vitro and in mice. Cancer Lett 355: 192–200. 10.1016/j.canlet.2014.08.02525218345

[bib101] WangW, HuangP, WuP, KongR, XuJ, ZhangL, YangQ, XieQ, ZhangL, ZhouX, (2015b) BCL6B expression in hepatocellular carcinoma and its efficacy in the inhibition of liver damage and fibrogenesis. Oncotarget 6: 20252–20265. 10.18632/oncotarget.385725970780PMC4653002

[bib102] WelchRP, LeeC, ImbrianoPM, PatilS, WeymouthTE, SmithRA, ScottLJ, SartorMA (2014) ChIP-enrich: Gene set enrichment testing for ChIP-seq data. Nucleic Acids Res 42: e105 10.1093/nar/gku46324878920PMC4117744

[bib103] XuS, ShuP, ZouS, ShenX, QuY, ZhangY, SunK, ZhangJ (2018) NFATc1 is a tumor suppressor in hepatocellular carcinoma and induces tumor cell apoptosis by activating the FasL-mediated extrinsic signaling pathway. Cancer Med 7: 4701–4717. 10.1002/cam4.171630085405PMC6143940

[bib104] YoshidaK, MurataM, YamaguchiT, MatsuzakiK (2014) TGF-beta/Smad signaling during hepatic fibro-carcinogenesis (review). Int J Oncol 45: 1363–1371. 10.3892/ijo.2014.255225050845PMC4151811

[bib105] ZhangY, LiuT, MeyerCA, EeckhouteJ, JohnsonDS, BernsteinBE, NusbaumC, MyersRM, BrownM, LiW, (2008) Model-based analysis of chip-seq (MACS). Genome Biol 9: R137 10.1186/gb-2008-9-9-r13718798982PMC2592715

[bib106] ZhangY, WongCH, BirnbaumRY, LiG, FavaroR, NganCY, LimJ, TaiE, PohHM, WongE, (2013) Chromatin connectivity maps reveal dynamic promoter-enhancer long-range associations. Nature 504: 306–310. 10.1038/nature1271624213634PMC3954713

[bib107] ZhuLJ (2013) Integrative analysis of ChIP-chip and ChIP-seq dataset. Methods Mol Biol 1067: 105–124. 10.1007/978-1-62703-607-8_823975789

[bib108] ZhuLJ, GazinC, LawsonND, PagesH, LinSM, LapointeDS, GreenMR (2010) ChIPpeakAnno: A bioconductor package to annotate ChIP-seq and ChIP-chip data. BMC Bioinformatics 11: 237 10.1186/1471-2105-11-23720459804PMC3098059

# Supplementary material for: Drug-induced chromatin accessibility changes associate with sensitivity to liver tumor promotion
**Source:** Life Sci Alliance. 2019 Oct 15;2(5):e201900461. doi: 10.26508/lsa.201900461
**Supplement:** Supplementary file 1

**Table S1 – Cross-strain comparison of Phenobarbital-mediated liver tumor promotion incidence in mice**

| **Strain** | **Duration** | **PB Dose/Route** | **Incidence of Neoplasia** | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Control** | **PB** | **DEN Initiated** | **Initiated + PB** |
| **Adapted from: Becker FF,1982 [1]** | | | | | | |
| C57BL/6N | 72 weeks | 500 ppm in drinking water | (0/16) 0% | (0/16) 0% | n.d | n.d |
| C3H/HeN | 52 weeks |  | (10/16) 61% | (16/16) 100% | n.d | n.d |
| B6C3F1 | 52 weeks |  | (5/16) 29% | (16/16) 100% | n.d | n.d |
| **Adapted from: Goldsworthy TL & Fransson-Steen R, 2002** **[2]** | | | | | | |
| C57BL/6N | 36 weeks | 500 ppm in drinking water | (0/15) 0% | (0/13) 0% | (5/14) 36% | (6/13) 46% |
| C3H/HeN | 36 weeks |  | (4/13) 31% | (7/10) 70% | (13/13) 100% | (9/9) 100% |
| B6C3F1 | 36 weeks |  | (2/15) 13% | (2/15) 13% | (13/15) 87% | (12/14) 86% |
| **Adapted from: Bursch W et al., 2005 [3]** | | | | | | |
| C57BL/6J | 40 weeks | 500-700 ppm in diet | n.d | n.d | (1/7) 14% | (1/5) 20% |
|  | 52 weeks |  | (1/7) 17% | (0/6) 0% | (6/8) 75% | (5/8) 63% |
|  | 76 weeks |  | (1/4) 25% | (0/4) 0% | (9/12) 75% | (10/12) 83% |
| C3H/He | 40 weeks |  | n.d | n.d | (5/6) 83% | (7/7) 100% |
|  | 52 weeks |  | (3/6) 50% | (1/6) 17% | (8/8) 100% | (11/11) 100% |
|  | 76 weeks |  | (3/5) 60% | (6/6) 100% | (7/7) 100% | n.a |
| B6C3F1 | 40 weeks |  | n.d | n.d | (2/8) 25% | (3/8) 38% |
|  | 52 weeks |  | (0/8) 0% | (3/6) 50% | (3/10) 30% | (10/10)100% |
|  | 76 weeks |  | (0/5) 0% | (3/7) 43% | (13/15) 87% | (9/9) 100% |

**References**

1. Becker FF: **Morphological classification of mouse liver tumors based on biological characteristics.** *Cancer Res* 1982, **42:**3918-3923.

2. Goldsworthy TL, Fransson-Steen R: **Quantitation of the cancer process in C57BL/6J, B6C3F1 and C3H/HeJ mice.** *Toxicol Pathol* 2002, **30:**97-105.

3. Bursch W, Chabicovsky M, Wastl U, Grasl-Kraupp B, Bukowska K, Taper H, Schulte-Hermann R: **Apoptosis in stages of mouse hepatocarcinogenesis: failure to counterbalance cell proliferation and to account for strain differences in tumor susceptibility.** *Toxicol Sci* 2005, **85:**515-529.

How the deposited data were processed for this re-analysis (not part of the article)

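DNase-seq and RNA-seq of the livers of 18 male mice were used, 9 C57BL/6J and 9 B6C3F1, with 4 vehicle-treated and 5 PB-treated mice of each strain after 91 d of vehicle or of PB at 0.05% (wt/vol) in drinking water. Both assays carry the same animal numbers, and mice are named in the text by the last digit of that number within their group. The grouping follows the sample labels. Samples of vehicle-treated and PB-treated mice that end in the same digit come from different animals, so pairing by that digit was tried only as an alternative. No sample column was left unused.

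For the DNase-seq signal values, the authors digested frozen liver nuclei with DNase I, sequenced the small fragments as paired ends, trimmed adaptors with Cutadapt, aligned to mm10 with Bowtie2, removed duplicates with Picard and reads of low mapping quality with SAMtools, called peaks per sample with MACS2, and counted reads with DiffBind in the consensus DHSs found in at least 3 samples. The deposited signal is a normalized count per DHS and mouse, a whole number of reads times 1 factor per mouse. For the RNA-seq CPM values, the authors aligned reads to mm10 with STAR, filtered them with SAMtools, counted them by strand over UCSC RefSeq genes with summarizeOverlaps, and deposited CPM after TMM scaling with edgeR. In both tables 100% of the values came out whole when divided by the value of 1 read of their column, and the reads recovered this way were used for tests on counts. Reads counted in DHSs were 21.4 to 58.1 and 19.4 to 44.6 M per vehicle- and PB-treated C57BL/6J mouse and 7.01 to 24.4 and 14.5 to 25.7 M per B6C3F1 mouse, where M stands for a factor of 1e6, and reads counted in genes were 24.4 to 27.6 and 23.8 to 27.8 M per vehicle- and PB-treated C57BL/6J mouse and 27.2 to 30.3 and 27.0 to 29.7 M per B6C3F1 mouse. No value in the DNase-seq table was below 1 read.

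Values were analysed with R 4.3.3, limma 3.58.1 and edgeR 4.0.16, and with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9, pysam 0.24.0 and blastn 2.17.0+. DNase-seq was tested with limma on log2(normalized count + 1) with a mean-variance trend and robust moderation, PB against vehicle within the 9 mice of each strain, the strains within the 8 vehicle-treated mice, and the strain difference in PB response over all 18. RNA-seq was tested with limma on log2(CPM + 0.1) over all 18 samples, for genes with a CPM of at least 0.4 in at least 3 samples of a group. A DHS or gene was called at |log2 FC| ≥ 0.58 and a Benjamini-Hochberg FDR ≤ 0.01. Comparisons of single values used exact or resampled permutation tests and shares used Fisher's exact test, and the spread of correlations is a jackknife SE over the fits that each left out 1 mouse. The tests were tried on simulated counts with a dispersion of 0.05 and 200 changed features of a mean count of at least 20. Simulated changes had a |log2 FC| of 1 to 3, and those for strain differences were set in B6C3F1 alone. Each feature was drawn independently, without variation shared across the features of a mouse. The recovery and the wrong calls below therefore do not carry over to smaller differences or to such shared variation. In the DNase-seq simulation limma recovered 176 of 200 changes in B6C3F1, 95 of 100 in C57BL/6J and 66 of 100 strain differences, and in the RNA-seq simulation 196 of 200, 95 of 100 and 86 of 100, with at most 2 wrong calls per test. On the real recovered reads, the edgeR quasi-likelihood test called 274 DHSs and 275 genes in B6C3F1 and 391 DHSs and 116 genes in C57BL/6J.

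The genes and DHSs named are those the paper names in the text of its Results or in Figs 1D and E, 3D, 4 and S4, the 5 features with the largest |log2 FC| among those past the cutoffs whose groups do not overlap for each PB comparison, and the 5 with the smallest adjusted p for each strain difference in PB response. DHSs named for a gene are those that Table S2 lists for it. Distances, genomic classes and sequences came from GRCm38, which has the coordinates of mm10, with RefSeq transcripts. A promoter was the 1000 bp upstream of a TSS, principal components used the 5000 DHSs or 1000 genes with the highest variance, and motifs were matched as consensus sequences. The alternatives tried were other pseudocounts (0.1 and 10 for DNase-seq, 0.5 and 1 for RNA-seq), filters (a mean normalized count of at least 10, or a CPM of at least 1), quantile normalization, centring on the sample median, other groups of mice in the fit, sample quality weights, a block, fragment size as a covariate, edgeR's quasi-likelihood test, an FDR of 0.05, no minimum |log2 FC|, and each mouse left out in turn. Added after the values were seen were edgeR's exact test, with a prior of 50 degrees of freedom or with its default, another annotation, the DHS sets of Table S2 for motifs, genomic classes, distances and windows, all DHSs for the distance to a TSS, log2 values for the correlation of samples, and fragments kept after filtering for their mean number. ENCODE profiles, histone marks, protein blots and gene ontology were not analysed here. The result for 1 of the genes that the paper names is not reported here.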

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

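Of the tests in this part, the correlation with GC content, the share of DHSs that were lower in B6C3F1 and the counts of DHSs on chromosome X were chosen only after the result was seen. Single mice far from the others of their group came up in 30 of 424 groups of 4 or 5 values, against 21.2 by chance, which gives about 1 in 20. Among the 91 named genes and DHSs it was 24 of 364 groups, against 18.2, and among depth, fragment size and principal components 6 of 60, against 3. Apart from an exchange of labels for PB-treated B6C3F1 mouse 5, no technical or biological explanation was tested for these mice one by one.

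In the DNase-seq of vehicle-treated C57BL/6J mice, mouse 5 had 2.12% of its reads in the 10 highest DHSs, far above the others, and mouse 3 had an average fragment size of 103 bp. The other 3 were all at 105 bp, so a difference of 2 bp in a rounded value stands out here without being large. On the second DNase-seq component, PB-treated B6C3F1 mouse 5 scored 34.7, far above the others. In RNA-seq, PB-treated B6C3F1 mouse 2 scored 19.1 on the first component and mouse 5 scored -16.8 on the fourth, and PB-treated C57BL/6J mouse 1 scored -7.52 on the fourth, each far below the others.

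Genes with a mouse far from the others in B6C3F1 were Src (3.08 CPM, highest of vehicle, mouse 1), Tgfbr2 (45.4 CPM, highest of PB, mouse 3), Ddah1 (103 CPM, highest of PB, mouse 2), Csad (97.8 CPM, highest of PB, mouse 5), Cyp2c67 (294 CPM, lowest of vehicle, mouse 3), Osbpl3 (24.5 CPM, highest of vehicle, mouse 3), Cyp2c66 (0.0339 CPM, highest of vehicle, mouse 1), Sult3a1 (9.63 CPM, highest of PB, mouse 2), Cyp2c53-ps (12.0 CPM, highest of vehicle, mouse 2), Smpd3 (1.54 CPM, lowest of vehicle, mouse 2) and Myo9a (23.3 CPM, lowest of PB, mouse 5). In C57BL/6J they were Cyp2c67 (105 CPM, lowest of PB, mouse 4), Dpy19l3 (22.6 CPM, lowest of vehicle, mouse 1), Spink5 (1.17 CPM, highest of vehicle, mouse 5), Cyp2c66 (0.0357 CPM, highest of vehicle, mouse 1) and Nostrin (19.0 CPM, lowest of PB, mouse 3). For Cyp2c66 in both strains this is 1 read against 0 in each of the other 3 mice.

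DHSs with a mouse far from the others in B6C3F1, as normalized counts, were the DHS on chromosome 7 from 25889271 to 25889879 (588, lowest of PB, mouse 2), the DHS on chromosome 8 from 106619678 to 106619907 (47.9, lowest of PB, mouse 2) and the DHS on chromosome 4 from 61807955 to 61808455 (133, lowest of vehicle, mouse 2). In C57BL/6J they were the DHS on chromosome 7 from 25868340 to 25868544 (35.5, highest of vehicle, mouse 5), the DHS on chromosome 7 from 25891833 to 25892442 (43.4, lowest of vehicle, mouse 2), the DHS on chromosome 9 from 116122507 to 116122719 (95.9, highest of PB, mouse 3), the DHS on chromosome 6 from 22148479 to 22148891 (119.6, highest of vehicle, mouse 2) and the DHS on chromosome 3 from 145778580 to 145778937 (469.5, highest of vehicle, mouse 5).

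The PB response differed in size between the strains when DHSs and genes were selected on the mean response of both. Over 741 DHSs the B6C3F1 log2 FC exceeded that of C57BL/6J by a median of 0.296 in the direction of the response, with the larger response in B6C3F1 at 73.8% of them (3 of 100 residual permutations gave as much, permutation p = 0.0300, with a median of 0.123 over the permutations, and the largest gave 0.400). Over 256 genes the median was 0.304, with 75.8% larger in B6C3F1 (4 of 100 permutations, permutation p = 0.0400, median 0.0569, largest 0.383). Strain cannot be told apart here from the supplier, the age, the source of the PB and the study, which also differ between the B6C3F1 and C57BL/6J mice, and no test of these was possible.

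The difference between the strains in the PB response of single genes came up for Smpd3 (1.32), Nostrin (0.66), Tmc5 (2.70) and Myo9a (-0.61, all log2) at |log2 FC| ≥ 0.58 and an FDR of 0.05. After permutation of the residuals of a model without this difference, 3 of 100 draws gave as many genes at an unadjusted p under 0.05 as the 1093 seen (median 613, largest 1497), and for DHSs 38 of 100 draws gave as many as the 5294 seen (median 4765, largest 15852). Smpd3, Nostrin and Myo9a are also among the genes with a mouse far from its group, and Tmc5 had at most 1 read in each PB-treated C57BL/6J mouse, so its difference moves with the pseudocount.

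Vehicle-treated mice of the strains, which the paper compares in its supplementary tables, differed at 10281 DHSs and 503 genes. The real grouping was the only one of the 35 splits of the 8 mice that gave as many (1 of 35 for DHSs, next 3, and 1 of 35 for genes, next 1). C3H reads lost against the C57BL/6J reference would lower B6C3F1 counts, and 41.4% of the DHSs were lower in B6C3F1, a share that moves with the scaling and so does not rule out lost reads. The authors' mapping of B6C3F1 reads to an imputed C3H/HeJ genome, where they report no differences in common read pairs, was not analysed here. The Spearman correlation of the strain log2 FC with GC content was 0.139. With every mouse thinned to 7011739 reads the edgeR quasi-likelihood test called 7062 DHSs in place of 13042, 6449 of them in both, so the larger number at full depth cannot be told apart from an effect of depth, while unequal depth does not account for the DHSs called at both.

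Fewer of these DHSs lay on chromosome X, which B6C3F1 males inherit from their C57BL/6 mothers, with 80 of 1855 (4.31%) called against 10.6% on autosomes (8.69 to 12.1% on single ones) and 10.4% of autosomal DHSs matched on mean count, and 0% of 10000 matched lists had as few. Of the genes on X, 6 of 425 (1.41%) were called against 3.70% on autosomes, and 0.150% of the matched lists had as few. PB calls were also few on X, 0.0539% of its DHSs against 0.464% of autosomal ones. A candidate explanation is that C3H alleles act on their own chromosome, which the X of these males lacks, but it cannot be told apart from fewer calls of any kind on X. On chromosome Y, which B6C3F1 males inherit from their C3H/He fathers, 6 of 28 DHSs were called between vehicle-treated strains, a small number on which no test was run.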

How the results depend on the processing

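The exact tests, the GENCODE annotation, log2 values for sample correlations, the mean over all DHSs, the Table S2 sets for motifs and filtered fragments were chosen after the values were seen, and the other alternatives below before the data were examined. The correlations with GC content and the test of exchanged labels were also chosen only after the result was seen. The 3 exact tests are given in the order prior of 50 degrees of freedom, default prior, and prior of 50 with the deposited scaling, and the cause of each change was not tested unless a test is given. For 196 changes of named genes and DHSs, 2334 fits used alternatives chosen before the data were examined, which leaves out the exact tests. Of these, 2193 kept the direction and the side of the cutoffs, 74 fell below, 63 rose past them and 4 reversed. Of 1890 fits without a mouse 1724 kept both, 131 fell below, 20 rose past and 15 reversed.

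The B6C3F1 δ-DHSs (187) were 630 with all 4 groups in the fit, 424 with sample quality weights, 75 with fragment size as a covariate, 496 at an FDR of 0.05, 930, 601 and 917 with the exact tests, and 59 to 306 without each mouse in turn. With the exact test with the deposited scaling 549 were higher and 368 lower (59.9% against 88.8% higher), and the share higher was also lower with a prior of 50 (62.8%), the default prior (72.2%), all 4 groups (73.3%) and without PB mouse 5 (66.3%). The C57BL/6J δ-DHSs (360) were 156 with all 4 groups, 593 at an FDR of 0.05 and 853, 630 and 854 with the exact tests. Thinned to 7011739 reads per mouse in B6C3F1 and 19424758 in C57BL/6J, the edgeR quasi-likelihood test called 183 in place of 274 and 341 in place of 391, with 152 and 318 in both, and the correlation of the log2 FC with GC content was 0.0111 and -0.0573.

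Among 100 of the 126 splits of the mice of a strain, 2 gave as many δ-DHSs in B6C3F1 (largest other 706) and 1 in C57BL/6J (largest other 154), the real groups included. The other B6C3F1 split exchanged vehicle mouse 5 and PB mouse 5. At the DHSs called in C57BL/6J, that PB mouse differed from that vehicle mouse in the C57BL/6J direction at 95.3%, against 84.4 to 96.9% for the other pairs of a PB and a vehicle mouse. For genes it was 1 (largest other 180) and 1 (largest other 10) of 100. With the exact test and a prior of 50, 2 of 60 splits gave as many δ-DHSs in B6C3F1 and 4 of 60 in C57BL/6J (largest other 1191), the real groups included, and the other B6C3F1 split also gave more than the real groups, so the C57BL/6J count of that test is not set apart from other splits and the B6C3F1 count is not the largest.

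Shared δ-DHSs (99) were 191 with weights, 49 with fragment size, 203 at an FDR of 0.05, 350, 239 and 346 with the exact tests and 43 to 125 without a mouse. B6C3F1-enriched ones (88) were 512 with all 4 groups, 233 with weights, 26 with fragment size, 140 with edgeR's quasi-likelihood test, 293 at an FDR of 0.05, 580, 362 and 571 with the exact tests and 16 to 198 without a mouse. C57BL/6J-enriched ones (261) were 38 with all 4 groups, 503 and 508 with the exact test with a prior of 50 and that with the deposited scaling, and 160 to 317 without a mouse. Of the enriched DHSs 96.6% (B6C3F1) and 95.8% (C57BL/6J) moved the same way in the other strain, and 92.7 and 91.3% of the enriched genes.

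B6C3F1 genes (277) were 182 with 2 groups in the fit, 617 with no minimum |log2 FC| and 531 with the exact test with a prior of 50, and C57BL/6J genes (121) were 221 with no minimum and 305 and 223 with the exact test with a prior of 50 and with its default. Shared genes (98) were 172 with no minimum and 201 and 157 with those exact tests. B6C3F1-enriched genes (179) were 97 with 2 groups, 115 with weights, 285 at an FDR of 0.05, 445 with no minimum and 330 with a prior of 50. C57BL/6J-enriched genes (23) were 42, 45, 49, 104 and 66 with 2 groups, weights, no minimum and those exact tests, and 13 to 30 without a mouse. The correlation of the RNA log2 FCs between strains (0.858) was 0.726, 0.746 and 0.744 for the genes called by the exact test with a prior of 50, its default prior, and dispersions over all 4 groups.

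The strain difference in PB response was called at 0 DHSs (5294 at an unadjusted p under 0.05), and with weights at 1, on chromosome 4 from 61784306 to 61784659, named after its value was seen. It was called at 0 genes (1093 at an unadjusted p under 0.05), and at 3 with a pseudocount of 0.5 (Pnliprp1, Smpd3 and Tmc5), 3 with 1 (Pnliprp1, Smpd3 and Tmc5), 1 with weights (Smpd3), 4 at an FDR of 0.05 (Myo9a, Nostrin, Smpd3 and Tmc5) and 0 to 3 without a mouse (Fam84a, Nostrin, P2rx4, Smpd3 and Tmc5), where P2rx4 and Pnliprp1 were named after their values were seen. Between vehicle-treated strains, DHSs were 18323 at an FDR of 0.05, 18445, 15840 and 18432 with the exact tests and 4980 to 12557 without a mouse, and with each sample centred on its median 4816 higher and 5211 lower (48.0% against 58.6% higher). Genes were 803 at an FDR of 0.05, 1364 with no minimum and 968 with a prior of 50.

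With all DHSs, PB on the third DNase-seq component had an exact p of 0.659 in B6C3F1 and 0.619 in C57BL/6J, while the fourth differed with PB in both. The lowest correlation of DNase-seq samples on the log2 scale was 0.862, the GENCODE promoter share in B6C3F1 11.8% (Fisher's exact p = 0.0927) and the mean distance of all DHSs to a TSS 45.5 kb. Genes with both calls were 24 in B6C3F1 (Fisher's exact p = 2.71e-13) and 1 in C57BL/6J (p = 0.364) at an FDR of 0.05, and 30 (p = 1.73e-18) and 2 with part of the C57BL/6J list (p = 0.0217) with the Table S2 sets. The mean number of fragments per sample (87.2 M) was 42.0 M after filtering. With the Table S2 sets, of which the C57BL/6J-enriched list was read in part, 5 of 20 motif tests had an adjusted p under 0.05.

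Reversals had a log2 FC near 0. The strain difference of Meg3 RNA was 0.19 with a pseudocount of 1 and -0.88 to 0.056 without a mouse. Without a mouse, Fam19a5 was -0.049 to 0.13 and Fam84a -0.032 to 0.19 in C57BL/6J, Osbpl3 -0.33 to 0.0086 in B6C3F1, and in C57BL/6J the DHSs on chromosome 9 from 116193881 to 116194303 -0.0052 to 0.16, on chromosome 3 from 145778580 to 145778937 -0.13 to 0.035 and on chromosome 7 from 27119633 to 27120093 -0.028 to 0.052, the last -0.023 with each sample centred on its median.

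With the last digit of the animal number as a replicate block, B6C3F1 δ-DHSs were 58 against 187 without it, shared ones 49 against 99 and B6C3F1-enriched ones 9 against 88, and the last 2 DHSs above were 0.0026 against -0.043 and -0.028 against 0.0048. The residuals of mice with the same digit had a mean correlation of -0.0339 in DNase-seq, against 0.00842 for other pairs, and of -0.0256 against 0.00636 in RNA-seq.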

Differences from the paper's values

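The paper gives 864 δ-DHSs in B6C3F1, and 187 were called here. Of the alternatives set before the data were examined, the fit with all 4 groups (630) came within 1.5 times of the paper's value and the others did not. The edgeR exact test with a prior of 50 degrees of freedom (930), with its default prior (601) and with the deposited scaling (917), chosen after seeing the values, also did, and the prior of 50 was added after the counts with the default prior were seen to be below the paper's. The paper gives 811 in C57BL/6J, and 360 were called here. Of the alternatives set before the data were examined an FDR of 0.05 (593) closed the gap and the others did not, and the 3 exact tests (853, 630 and 854), chosen after seeing the values, closed it.

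The paper gives 319 shared δ-DHSs against 99 here. None of the alternatives set before the data were examined closed the gap, and the 3 exact tests (350, 239 and 346), chosen after seeing the values, did. The paper gives 545 enriched in B6C3F1 against 88 here, and the fit with all 4 groups (512), but none of the other alternatives set before the data were examined, closed the gap, as did the exact test with a prior of 50 (580) and that with the deposited scaling (571), chosen after seeing the values. The paper gives 492 enriched in C57BL/6J against 261 here. An FDR of 0.05 (390) and a block on the digit of the animal number closed the gap, the other alternatives set before the data were examined did not, and the 3 exact tests (503, 391 and 508), chosen after seeing the values, did. No fit without a mouse closed any of these 5 gaps.

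The paper gives 29 genes with both RNA and DHS changes in B6C3F1 against 7 here, and both alternatives set before the data were examined, an FDR of 0.05 for both assays (24) and the Table S2 sets (30), closed the gap. In C57BL/6J the paper gives 3 against 5 here, where the FDR of 0.05 (1) did not close the gap. The Table S2 sets (2) came within 1.5 times of the paper's value, but 238 of the 492 C57BL/6J-enriched DHSs were read, so this is a lower bound and leaves open whether the full list closes the gap. The paper gives a lowest correlation between DNase-seq samples of 0.550 against 0.786 here, and no setting run closed the gap. None of these settings left out the DHSs with the highest counts. It gives a mean distance to the nearest TSS of 45 kb against 70.5 kb here, and the mean over all consensus DHSs (45.5 kb), chosen after seeing the values, was within 1.5 times of it. The paper gives an average of 43 M fragments per sample, and all fragments in its Table S6 average 87.2 M, while those kept after filtering, a set chosen after seeing the values, average 42.0 M.

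Of the B6C3F1-enriched genes the paper gives 10% with a B6C3F1-enriched δ-DHS within 5 kb and 26% within 100 kb, against 2.84% and 6.82% here, of the C57BL/6J-enriched genes 4% within 5 kb against 8.70% here, and of the B6C3F1-enriched δ-DHSs 4% with such a gene within 5 kb against 7.95% here. No alternative set before the data were examined applied to these, and the Table S2 sets (8.52, 25, 4.35 and 3.49%), chosen after seeing the values, came within 1.5 times of the paper's values, where that for the C57BL/6J-enriched genes is again a lower bound from part of the list.

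The paper describes the numbers of δ-DHSs, and of those enriched in a strain, as alike between strains, and here they were 187 and 360, and 88 and 261. It reports motif clusters enriched in the strain-enriched sets. With short consensus strings in their place, 0 of 20 motif tests here had an adjusted p under 0.05. With the Table S2 sets, chosen after seeing the values, 5 of 20 had. Of those, Stat/Bcl6 in B6C3F1-enriched DHSs with reduced accessibility and Jun/Fos in C57BL/6J-enriched ones with increased accessibility were more frequent than in other DHSs, and the other 3 were less frequent. The C57BL/6J-enriched list was read only in part, so its unread members were counted among the other DHSs. The paper calls an increase near Meg3 specific to B6C3F1, and here that DHS, on chromosome 12 from 109527544 to 109527817, had an FDR of 0.0887 in B6C3F1 (0.00916 to 0.349 over the alternatives) and a strain difference of 0.49 (FDR 0.907). Its text reports a stronger rise of Meg3 RNA in B6C3F1, while its Fig S4 gives a log2 FC of 3.6 in B6C3F1 and 4.3 in C57BL/6J, the same order as here (3.85 and 4.13, difference -0.27, FDR 0.957). It names a δ-DHS at Ctnna1 in C57BL/6J, and here 0 of the 9 DHSs nearest that gene were called, 2 had an unadjusted p under 0.05, and the smallest FDR was 0.0279.

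Of the 43 DHSs that Table S2 lists in B6C3F1 for the named genes and loci, 22 were called here, 33 with all 4 groups, 30 at an FDR of 0.05, 26 with weights, 24 with edgeR's quasi-likelihood test, 12 with fragment size as a covariate or a block on the digit of the animal number, 21 to 24 with the other alternatives set before the data were examined, and 35, 32 and 32 with the exact tests, chosen after seeing the values. Of the 20 it lists in C57BL/6J, 16 were called here, 19 with weights, 18 at an FDR of 0.05, 17 with the quasi-likelihood test, 11 with all 4 groups, 13 with fragment size, 14 to 17 with the other alternatives set before, and 19, 19 and 19 with the exact tests, chosen after seeing the values.

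Each setting below was run on its own. No setting run called the DHSs on chromosome 2 from 157425310 to 157425584 (nearest gene Src), chromosome 6 from 22148479 to 22148891 (nearest gene Wnt16), chromosome 9 from 116186799 to 116187748 (nearest gene Gm4668) and chromosome 9 from 116193881 to 116194303 (nearest gene Gm4668) in B6C3F1. With an FDR of 0.05 and all 4 groups in the fit and with the exact test with its default prior, chosen after seeing the values, the DHSs on chromosome 8 from 106623102 to 106623416 (nearest gene Cdh1), chromosome 9 from 116091450 to 116091915 (nearest gene Tgfbr2) and chromosome 9 from 116111601 to 116111951 (nearest gene Tgfbr2) were called in B6C3F1. The DHSs on chromosome 10 from 69853254 to 69853405 (nearest gene Ank3) and chromosome 19 from 23073830 to 23073978 (nearest gene Klf9) were called in B6C3F1 with the exact test with a prior of 50 and the exact test with the deposited scaling, chosen after seeing the values. With an FDR of 0.05 and all 4 groups in the fit and with the 3 exact tests, chosen after seeing the values, the DHSs on chromosome 2 from 157433999 to 157434302 (nearest gene Src) and chromosome 3 from 145781093 to 145781399 (nearest gene Ddah1) were called in B6C3F1. The DHSs on chromosome 3 from 145778580 to 145778937 (nearest gene Ddah1) and chromosome 4 from 55749879 to 55750594 (nearest gene Klf4) were called in B6C3F1 with an FDR of 0.05, all 4 groups in the fit and sample quality weights and with the 3 exact tests, chosen after seeing the values. With the exact test with a prior of 50, chosen after seeing the values, the DHSs on chromosome 8 from 106619678 to 106619907 (nearest gene Cdh1) and chromosome 9 from 116122507 to 116122719 (nearest gene Tgfbr2) were called in B6C3F1. The DHS on chromosome 12 from 109527544 to 109527817 (nearest gene Meg3) was called in B6C3F1 with all 4 groups in the fit. With all 4 groups in the fit and with the exact test with a prior of 50 and the exact test with the deposited scaling, chosen after seeing the values, the DHS on chromosome 19 from 55792645 to 55792910 (nearest gene Gm31734) was called in B6C3F1. The DHS on chromosome 6 from 22270122 to 22270471 (nearest gene Wnt16) was called in B6C3F1 with an FDR of 0.05, all 4 groups in the fit, sample quality weights, edgeR's quasi-likelihood test, a pseudocount of 10, quantile normalization and centring on the median and with the 3 exact tests, chosen after seeing the values. With all 4 groups in the fit, edgeR's quasi-likelihood test and a pseudocount of 10 and with the 3 exact tests, chosen after seeing the values, the DHS on chromosome 6 from 99774733 to 99775277 (nearest gene Prok2) was called in B6C3F1. The DHS on chromosome 7 from 25862453 to 25862679 (nearest gene Cyp2b10) was called in B6C3F1 with sample quality weights and with the exact test with a prior of 50 and the exact test with the deposited scaling, chosen after seeing the values. With the 3 exact tests, chosen after seeing the values, the DHS on chromosome 8 from 106642231 to 106642471 (nearest gene Cdh1) was called in B6C3F1. Of these, the DHS on chromosome 3 from 145778580 to 145778937 was called without PB mouse 2 or PB mouse 5, the DHS on chromosome 4 from 55749879 to 55750594 was called without PB mouse 2, the DHS on chromosome 6 from 22270122 to 22270471 was called without PB mouse 2 or PB mouse 5 and the DHS on chromosome 7 from 25862453 to 25862679 was called without vehicle mouse 3.

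The DHSs on chromosome 11 from 100921182 to 100921375 (nearest gene Stat3) and chromosome 7 from 25862453 to 25862679 (nearest gene Cyp2b10) were called in C57BL/6J with an FDR of 0.05 and sample quality weights and with the 3 exact tests, chosen after seeing the values. With sample quality weights, edgeR's quasi-likelihood test, quantile normalization, the replicate block and no minimum |log2 FC| and with the exact test with its default prior, chosen after seeing the values, the DHS on chromosome 7 from 25893221 to 25893475 (nearest gene Cyp2b10) was called in C57BL/6J. The DHS on chromosome 9 from 116122507 to 116122719 (nearest gene Tgfbr2) was called in C57BL/6J with the exact test with a prior of 50 and the exact test with the deposited scaling, chosen after seeing the values. Of these, the DHS on chromosome 11 from 100921182 to 100921375 was called without vehicle mouse 2 and the DHS on chromosome 7 from 25893221 to 25893475 was called without PB mouse 1 or PB mouse 4.

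Among the genes the paper names, Klf9 in B6C3F1 was not called here and was with only the 2 groups of the contrast in the fit, at an FDR of 0.05 and with the exact test with dispersions over all 4 groups, chosen after seeing the values. Dpy19l3 and Fam25c in B6C3F1 were not called here and were with genes of a CPM of at least 1 in every sample of a group, at an FDR of 0.05 and with the exact tests with a prior of 50, the default prior and dispersions over all 4 groups, chosen after seeing the values. Osbpl3 in C57BL/6J was not called here and was with sample quality weights, at an FDR of 0.05 and with the same 3 exact tests, chosen after seeing the values. In B6C3F1, Klf9 was also called without PB mouse 5, Dpy19l3 without PB mouse 2 and Fam25c without PB mouse 3.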

Other observations

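The test on the 6 DHSs with the highest counts and the shuffling of gene directions were chosen only after the result was seen. Of the 6 DHSs, 6 aligned to the mitochondrial sequence over at least 90% of their length or overlapped a gene annotated as rRNA, so their counts may hold reads from mitochondrial or ribosomal RNA sequence. They held 0.722 to 2.08% of the reads of a mouse, 1.24 ± 0.406% (SD, n = 9) in C57BL/6J and 1.62 ± 0.242% (n = 9) in B6C3F1 (exact permutation p = 0.0306), and 0 of the 6 were called between vehicle-treated strains. Among the 6, those that overlap an rRNA gene had log2 FCs of 1.22 and 1.04 in vehicle-treated B6C3F1 against C57BL/6J mice, and the mitochondrial ones -0.151 to -0.0722. Of the 15 DHSs that align to the mitochondrial sequence, 3 were called between vehicle-treated strains and 0 for PB in either strain. These 15 held 0.912 ± 0.332% of the reads in C57BL/6J and 0.772 ± 0.0841% in B6C3F1 (exact permutation p = 0.246), so the higher share in B6C3F1 was not seen for mitochondrial sequence.

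Where a δ-DHS and its nearest gene were both called, they changed the same way in 55 of 58 pairs in B6C3F1 (94.8%) and in 76 of 76 in C57BL/6J (100%). With the directions of the called genes shuffled among them, each keeping its DHSs, the median was 75.9% in B6C3F1 (permutation p = 0.0116) and 98.7% in C57BL/6J (permutation p = 0.249), since most called genes and DHSs rose. A candidate explanation in B6C3F1 is that accessibility and expression respond together, and in C57BL/6J the share cannot be told apart from the common direction of the calls.

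The log2 FCs of the authors could be read for 1999 DHSs in Table S2 and 1993 genes in Table S4. Those of the DHSs carry the opposite sign, with r = -0.978 in B6C3F1, -0.992 in C57BL/6J and -0.994 between vehicle-treated strains against the values here, and those of the genes had r = 0.981, 0.948 and 0.975.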
